# Whole-Blood Transcriptome Analysis of Feedlot Cattle With and Without Bovine Respiratory Disease

**DOI:** 10.3389/fgene.2021.627623

**Published:** 2021-03-08

**Authors:** Janelle Jiminez, Edouard Timsit, Karin Orsel, Frank van der Meer, Le Luo Guan, Graham Plastow

**Keywords:** bovine respiratory disease, differentially expressed genes (DEGs), host immune response, innate immunity, RNA sequencing

## Abstract

Bovine respiratory disease (BRD) is one of the main factors leading to morbidity and mortality in feedlot operations in North America. A complex of viral and bacterial pathogens can individually or collectively establish BRD in cattle, and to date, most disease characterization studies using transcriptomic techniques examine bronchoalveolar and transtracheal fluids, lymph node, and lung tissue as well as nasopharyngeal swabs, with limited studies investigating the whole-blood transcriptome. Here, we aimed to identify differentially expressed (DE) genes involved in the host immune response to BRD using whole blood and RNA sequencing. Samples were collected from heifers (average arrival weight = 215.0 ± 5.3 kg) with (*n* = 25) and without (*n* = 18) BRD at a commercial feedlot in Western Canada. RNAseq analysis showed a distinct whole-blood transcriptome profile between BRD and non-BRD heifers. Further examination of the DE genes revealed that those involved in the host inflammatory response and infectious disease pathways were enriched in the BRD animals, while gene networks associated with metabolism and cell growth and maintenance were downregulated. Overall, the transcriptome profile derived from whole blood provided evidence that a distinct antimicrobial peptide-driven host immune response was occurring in the animals with BRD. The blood transcriptome of the BRD animals shows similarities to the transcriptome profiles obtained from lung and bronchial lymph nodes in other studies. This suggests that the blood transcriptome is a potential diagnostic tool for the identification of biomarkers of BRD infection and can be measured in live animals and used to further understand infection and disease in cattle. It may also provide a useful tool to increase the understanding of the genes involved in establishing BRD in beef cattle and be used to investigate potential therapeutic applications.

## Introduction

Bovine respiratory disease (BRD) is one of the main causes of morbidity and mortality in beef cattle in North America (USDA, 2011). Beef cattle of all ages can be affected with BRD; however, they are most affected on or soon after entry into the feedlot (Babcock et al., 2010). This timing of infection is most likely due to the animal’s exposure to a wide range of pathogens that takes place at a time when various stressors (weaning, transportation, and commingling) negatively affect their immune system (Caswell, 2014; Timsit et al., 2016).

Although respiratory pathogens (mainly viruses and bacteria) and factors predisposing cattle to BRD are relatively well understood (Taylor et al., 2010), the host response and its relationship with disease outcomes to BRD, such as the host’s ability to maintain performance regardless of pathogen burden, needs to be further investigated (Van Eenennaam et al., 2014; Mulder and Rashidi, 2017). For instance, in cattle infected with respiratory pathogens, it is currently difficult to determine which cattle will exhibit visual and clinical signs of BRD or even require an antimicrobial treatment (Timsit et al., 2011b; Wolfger et al., 2015). Transcriptome analysis can lead to insights into disease processes, and biomarkers to assess disease states, progression, and prognosis. Thus far, transcriptomic techniques have examined bronchoalveolar fluids, lung tissue, and sputum samples of cattle with or without BRD (Aich et al., 2009; Rai et al., 2015; Behura et al., 2017; Johnston et al., 2019), but there is much less information on the whole-blood transcriptome (Lindholm-Perry et al., 2018; Sun et al., 2020). In comparison with lung tissue biopsies, blood is easier to obtain and can be collected repeatedly throughout the production period and can give real-time results, instead of postmortem conclusions. Furthermore the host immune response detected in the blood can reflect those responses occurring at the site of infection (Kawayama et al., 2016; Vinther et al., 2016).

Therefore, the objective of this study was to use RNA sequencing to analyze the whole-blood transcriptome of feedlot cattle with or without BRD. We hypothesized that animals exhibiting BRD would show a specific pattern of response in their blood transcriptome and that such patterns will provide further insight into the host immune response. Furthermore, variation in the blood transcriptome of animals with and without BRD could potentially provide markers of resistance or resilience markers for future application in breeding or management.

## Materials and Methods

### Ethics Statement

This study was conducted in accordance to the Canadian Council of Animal Care (2009) guidelines and recommendations (CCAC, 2009). All experimental procedures were reviewed and approved by the University of Calgary Veterinary Sciences Animal Care Committee (AC15-0109).

### Animals

Mixed-breed beef heifers at high risk of developing BRD (i.e., recently weaned, commingled, and auction-market derived) were enrolled between November 2015 and January 2016 at a commercial feedlot in Southern Alberta, Canada. At on-arrival processing, heifers received a subcutaneous injection of a long-acting macrolide (tulathromycin, Draxxin, 2.5 mg/kg, Zoetis, Kirkland, QC, Canada) and were weighed and vaccinated against infectious bovine herpes virus-1 (BoHV-1), bovine viral diarrhea virus (BVDV) (types I and II), bovine parainfluenza-3 (PI3V), bovine respiratory syncytial virus (BRSV), *Mannheimia haemolytica*, *Histophilus somni*, and clostridial pathogens. They were also dewormed with a pour-on ivermectin solution. In addition, they received a prostaglandin F2α analog to induce abortion, as per standard feedlot procedure. Heifers were fed in large outdoor dirt-floor pens with approximately 250–300 animals per pen. They were fed twice daily, a concentrate barley-based receiving/growing diet formulated to meet or exceed nutrient requirements. This diet contained 25 ppm of monensin (Rumensin 200, Elanco, Guelph, ON, Canada) and 35 ppm of chlortetracycline (Aureomycin 220, Zoetis). Each morning before feeding, bunks were visually inspected, and feed deliveries were adjusted to ensure that sufficient feed was available for *ad libitum* consumption. At approximately 30 days after arrival, cattle received another vaccination against infectious BoHV-1, BVDV types I and II, PI3V, BRSV, and a growth implant. Finally, cattle were individually weighed at approximately 120 days on feed (DOF). Average daily gain (ADG) was calculated using the difference between arrival weight and weight at blood sampling, divided by the DOF.

### Case Definition

Animals were retrospectively identified as BRD positive based on clinical examination and serum haptoglobin concentration. Heifers with at least one visual BRD sign, a rectal temperature ≥40°C, abnormal lung sounds detected at auscultation, a serum haptoglobin concentration ≥0.25 g/L, and no prior treatment against BRD or other diseases during the feeding period (i.e., first BRD occurrence) were defined as BRD cases. Heifers that had no visual signs of BRD, a rectal temperature <40°C, no abnormal lung sounds detected at auscultation, a serum haptoglobin concentration <0.25 g/L, and no history of treatment against BRD or other disease during the feeding period were treated as healthy controls, which were classified as non-BRD (NB) animals for transcriptome analysis.

### Study Design

Heifers were observed daily by experienced pen checkers for detection of clinical illness during the first 60 days from entry. Cattle with one or more visual signs of BRD (e.g., depression, nasal or ocular discharge, cough, tachypnea, or dyspnea) were removed from the pens by pen checkers and, if not previously treated for BRD or another disease during the feeding period, were clinically examined by an experienced veterinarian (ET) and a blood sample collected. For every heifer suspected of having BRD, one or two visually healthy cattle (no visual signs of BRD or other disease) were selected as pen-matched contemporary controls (for convenience, these animals were close to the gate or to the apparently sick animal, etc.) examined as for the BRD animals (if not previously treated for BRD or another disease during the feeding period).

Clinical examinations included assessment of visual signs of respiratory disease (cf. above), determination of respiratory rate and rectal temperature, and a complete lung auscultation using a conventional stethoscope to detect abnormal lung sounds (e.g., increased bronchial sounds, crackles, and wheezes). Two blood samples from each animal were collected at the same time by jugular vein puncture to determine (i) serum haptoglobin concentration [plastic serum tubes; Becton Dickinson, ON (Timsit et al., 2011a)] and (ii) the whole-blood transcriptome (Tempus tubes; Thermo Fisher Scientific, ON). Heifers with at least one visual BRD sign and a rectal temperature ≥40°C received an antibiotic treatment intramuscularly in combination with non-steroidal anti-inflammatory drugs (e.g., 40 mg/kg of florfenicol and 2.2 mg/kg of flunixin, 2 ml/15 kg, Resflor, Merck Animal Health) after sample collection, in accordance with feedlot treatment protocols.

### Determination of Serum Haptoglobin Concentration

Serum haptoglobin concentrations were determined in duplicate using a commercially available kit (Tridelta Phase Range Haptoglobin assay, Tridelta Development) as described (Timsit et al., 2011a). The working range was 0.0–2.5 g/L.

### Total RNA Isolation and mRNA Library Preparation

Total RNA was isolated from bovine blood using a Preserved Blood RNA Purification Kit (Norgen Biotek Corp, Thorold, ON, Canada), and the quality of RNA was measured using the 2200 RNA ScreenTape TapeStation System (Agilent Technologies Inc., Cedar Creek, TX, United States) producing RNA integrity (RIN) values ranging from 8.0 to 9.8. To prepare the mRNA cDNA libraries, 1.0 μg of total RNA was used from each sample using the TruSeq RNA Library Preparation kit v2 (Illumina, San Diego, CA, United States). Poly A-containing mRNA was enriched from the total RNA using poly-T oligo attached beads and fragmented for first-strand cDNA synthesis, followed by second-strand synthesis. The ends were repaired, and 3′ end adenylation and adapter ligation were performed for each library. Following these steps, libraries were polymerase chain reaction (PCR) amplified, validated using the Bioanalyzer (Agilent Technologies Inc., Cedar Creek, TX, United States), and finally normalized and pooled. Unique indices were used for all samples, and libraries were pooled and sequenced paired end (2 × 100 bp) on four separate lanes on a HiSeq 4000 platform, and sequencing was performed at McGill University and Genome Quebec Innovation Center (Montreal, QC, Canada). In total, 43 samples were used to generate paired-end sequences, and their raw reads were used for downstream analyses.

### Transcriptome Data Analysis

Raw reads were analyzed for quality and adapter sequence presence using FastQC (v0.11.8), and adapter sequences were removed using Trimmomatic (v0.39). These cleaned-up sequences were mapped and aligned to the *Bos taurus* reference genome (ARS-UCD1.2.98) using STAR (v2.7.1a) with default settings (Dobin et al., 2013), and read counts were generated using FeatureCounts (SubRead v1.6.4). The counts were then analyzed using the Bioconductor packages EdgeR and DESeq in the R (v3.5.2) software environment. Counts per million (CPM) was used to evaluate expression, and transcripts with CPM > 2 were considered as expressed.

### Differential Gene Expression Analysis

Differential gene expression results were obtained using EdgeR to compare animals with BRD (*n* = 25) with NB (*n* = 18) using the following parameters: *P*-value < 0.05 were adjusted to a 0.01 cutoff (*P*-adj), with a log fold change (Log2FC) > 2, with log CPM > 2. The data were also filtered with the “keep” command to keep samples with CPM ≥ 2 in at least 18 samples, as the number of samples in the NB group was 18 (Robinson et al., 2010). This value represents genes that are expressed in all the samples measured, and the dataset was normalized with the trimmed mean of *M*-values (TMM) normalization. To test for differential expression between the BRD and NB animals, the factors of “brd” and “pen” were used to test the difference in expression between the animals. The NB animals were set as the reference in this design model, and the read count data were fitted to a negative binomial general linear model (GLM) representing the design. Prior to fitting the model, the “Common,” “Trended,” and “Tagwise” negative binomial dispersion were estimated, and the biological coefficient of variation was calculated at 78% with a dispersion ratio of 0.61. Statistical tests were then performed for the coefficient relating to the BRD animals, and the top differentially expressed (DE) genes (DEGs) between the BRD and NB samples were ranked by *P*-value and absolute log2FC. In total, three different DEG analyses were performed: the total DEGs with read counts from both the BRD and NB animals (total DEGs, *n* = 43, coef = pen); BRD DEGs (*n* = 25, coef = cluster); and NB DEGs (*n* = 18, coef = pen). A “cluster” coefficient was also added for the BRD animals representing the three subgroups of the BRD samples differentiated by principal component analysis (PCA) determination of clustered samples (Cluster; *n* = 3).

### Ingenuity Pathway Analysis

Network and pathway analyses were analyzed using Ingenuity Pathway Analysis (IPA)^1^ (Qiagen, 2000–2019) software. This core analysis tool was used to identify gene pathways, disease, and networks using the gene expression data calculated by EdgeR. Input files of expression data included DEGs from all animals (*n* = 43) and the BRD-only animals (*n* = 25).

### Statistical Analyses

Statistical analysis used the R software package. *P*-values ≤ 0.05 were used to indicate significance, while false discovery rate (FDR) values were set at 0.05 for the adjusted *P*-values, unless otherwise stated. Both EdgeR and IPA incorporate statistical analyses into their analysis packages, and those values were reported. For ADG, rectal temperatures, and DOF, a Wilcoxon rank sum test with continuity correction was used to compare the BRD and NB animal values in the Dplyr package.

## Results

### Confirmation of Disease Status

Forty-four heifers (average arrival weight = 215.0 ± 5.3 kg) were enrolled to the study and were clinically examined and sampled between November 11 and December 11, 2015. Of these, 25 were classified as BRD positive and 18 were classified as NB based on clinical examination and serum haptoglobin concentration. One control heifer was removed from the study, as it had a serum haptoglobin concentration of 3.6 g/L (i.e., ≥0.25 g/L). Heifers with BRD had higher (*P* < 0.001) average rectal temperatures of 40.6 ± 0.03°C, than NB heifers averaging 39.3 ± 0.14°C (Supplementary Table 1). Furthermore, the ADG in the NB heifers was considerably higher (*P* < 0.001) than in the BRD heifers, which on average gained less weight (*P* < 0.001) from the time they arrived to the feedlot to the time they were enrolled in the study (Supplementary Table 1).

### Total Gene Expression Data Summary of All Bovine Respiratory Disease Animals Compared With All Non-bovine Respiratory Disease Animals

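Whole blood from 43 feedlot heifers, 25 classified as BRD and 18 as NB, was sequenced as 1 mRNA library per heifer. The authors trimmed the reads, aligned them with STAR to the ARS-UCD1.2 assembly of *Bos taurus* and deposited the read counts that FeatureCounts assigned to each Ensembl gene, without normalization. The count table holds 27607 genes, of which 6283 had no read in any heifer. Total counts per heifer ranged from 19201688 to 32470930, with a median of 22507427 in the BRD heifers and 24065267 in the NB heifers. For all 43 heifers these totals equal the assigned reads in Supplementary Table 2, joined by tag except for 1 heifer whose tag there differs by a digit. The mean was lower in the BRD heifers, at 22939140 against 24632715 counts (two-sided permutation test, p = 0.0433). In the paper's Supplementary Table 2, the raw reads of the 43 libraries sum to 1366599718. The BRD heifers were sampled from day 0 to day 23 of the sampling period and the NB heifers from day 26 to day 30, and the median time on feed was 26 days in the BRD heifers and 48 days in the NB heifers. The counts were analyzed in edgeR with TMM normalization. Genes with a CPM of at least 2 in at least 18 heifers were kept, as in the paper's methods, and a quasi-likelihood negative binomial model with BRD status and pen was fitted with NB as the reference. *P*-values were adjusted by the Benjamini-Hochberg method over all genes kept. Expression per heifer is given as log2 CPM after TMM normalization, with a prior count of 2. The count table lists genes by Ensembl identifier only, so a gene is named here only where Table 6 pairs its identifier with a name, as it does for 48 identifiers. The names in Table 6 come from IPA, and the paper does not say which of them are names of orthologs in other species.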

A total of 1.51 billion raw reads were generated for the mRNA libraries, and after trimming, an average of 31 M reads per sample was used for alignment (Supplementary Table 2). The read-mapping rates ranged from 75.27 to 92.09%, and on average approximately 25 M reads were uniquely mapped per sample (Supplementary Table 3). In total, EdgeR analysis identified 11,966 genes, with 3,075 downregulated and 3,236 upregulated when comparing the BRD with NB samples (*n* = 43) using BRD as the coefficient to determine DEGs; 6,311 total DEG, log2FC > 2, *P*-adj < 0.05. 

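The filter kept 11966 genes, and 6804 of them differed between the BRD and NB heifers at an adjusted p threshold of 0.05, 3402 upregulated and 3402 downregulated in the BRD heifers. With an absolute log2FC above 2 in addition, 222 genes remained, 211 upregulated and 11 downregulated. The likelihood ratio test of edgeR gave 6752 genes and the Wald test of DESeq2 gave 6906 genes. The count moved most when sampling day was added to the model as a linear covariate, which gave 844 genes. No BRD heifer was sampled on or after the first day on which an NB heifer was sampled, so that model extrapolates between the groups. The common dispersion was 0.0864, a biological coefficient of variation of 29.4%. In 3 pens with at least 2 heifers of each group, a test of whether the difference between BRD and NB heifers varied by pen gave 0 genes at an adjusted p threshold of 0.05 and 864 genes at an unadjusted p under 0.05.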

To explore the difference between the expression profiles of the NB and BRD samples, PCA was used to analyze the differences and similarities between the samples. 

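Principal components were computed from the 500 most variable genes after the variance stabilizing transformation of DESeq2. PC1 held 54.2% of the variance, with a jackknife standard error of 5.98 percentage points over the 43 heifers, and PC2 held 8.17%. The PC1 score was -23.6 ± 4.15 (SD, n = 18) in the NB heifers, and the mean of the BRD heifers was higher by 40.6, with an SD of 18.8 among 25 heifers (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The groups overlapped by 1 heifer each, since 1 BRD heifer scored below the highest NB heifer and 1 NB heifer scored above the lowest BRD heifer. With log2 CPM in place of the variance stabilizing transformation, PC1 held 41.9% of the variance.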

The PCA showed that whole-blood transcriptome profiles of BRD cattle were separated from the NB profiles with 54% of the variation attributed to PC1 (Figure 1). Four samples appear as outliers in the PCA plot: two BRD samples and two NB samples (Figure 1). 

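The distance of each heifer from the mean of its group on PC1 and PC2 was used to rank the heifers, since the text does not name the 4 samples. The BRD heifers farthest from their group were tag 5321 of Cluster A, at a distance of 38.1, and tag 9887 of Cluster C, at 33.9. Tag 5321 had the highest PC1 score of the 43 heifers, at 54.8, and tag 9887 the lowest PC1 score of the BRD heifers, at -16.5. The NB heifers farthest from their group were tag 9909, at a distance of 19.2, and tag 9518, at 15.2. On PC2 they scored 15.4 and 10.5, above the other NB heifers. The read-mapping rate that the paper gives for tag 9518, 75.27%, is the lowest of the 43 libraries, while tags 5321, 9887 and 9909 had rates of 87.39%, 79.89% and 81.25%.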

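Differences between the pens of the NB heifers were tested with edgeR on the 10896 genes with a CPM of at least 2 in all 18 NB heifers. The heifers came from 6 pens, 2 of which (B1 and B5) held 1 NB heifer each. The quasi-likelihood test of any difference between pens gave 0 genes at an adjusted p threshold of 0.05 and 702 genes at an unadjusted p under 0.05. The likelihood ratio test of edgeR gave 56 genes and that of DESeq2 gave 91 genes. With NB heifer 5638 left out, the quasi-likelihood test gave 4 genes, and with any of the others left out it gave 0.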

As might be expected from this result, the number of DEGs in the NB group was relatively small (*n* = 33 DEGs; total transcripts = 11, 787), whereas thousands of DEGs were identified within the BRD samples, which had a total of 13,404 transcripts identified.

**FIGURE 1:**
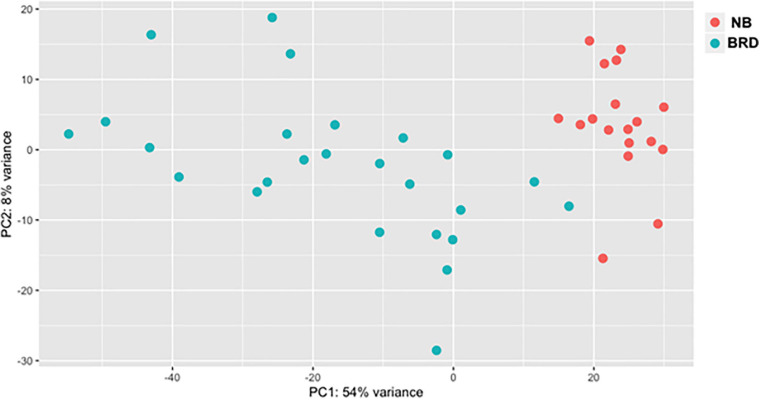
Principal component analysis (PCA) plot comparing differences in total differentially expressed (DE) gene populations between bovine respiratory disease (BRD) and non-BRD (NB) animals. PCA plot displaying differing clustering patterns between heifers displaying clinical signs of BRD (blue) and non-BRD animals (red). Plot was designed using normalized counts (*n* = 43), using the variable stabilization transformation for the PlotPCA tool in DEGSeq.

### Identification of the Differentially Expressed Genes Between Bovine Respiratory Disease and Non-bovine Respiratory Disease Animals

To investigate the host response due to BRD infection, the top ranked DEGs were identified by comparing the DEGs between the NB and BRD samples. Table 1 shows the genes with the highest logFC values using the NB animal expression as the reference. 

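Of the 38 genes of Table 6 that passed the filter for all heifers, *CFB* (ENSBTAG00000046158) and *ALPL* had the largest rises in the BRD heifers, with log2FC of 4.75 and 4.73, a difference far below the standard error. The log2FC of *ALPL* exceeded that of *CFB* without the pen term (5.24 against 5.18) and with sampling day in the model (5.14 against 4.51). Without a filter, the log2FC of *CAMP* (4.98) and *ORM1* (4.80) exceeded that of *CFB* (4.71). Expression of *CFB* was 6.13 ± 1.67 log2 CPM (SD, n = 25) in the BRD heifers and 1.76 ± 0.54 log2 CPM (SD, n = 18) in the NB heifers. The log2FC was 4.75 (standard error 0.45, *P*-adj = 2.23e-10 from edgeR's quasi-likelihood test), and each of the 25 BRD heifers was above all NB heifers. Under the 10 alternative analyses the log2FC stayed between 4.48 and 5.77 and the adjusted p between 3.44e-36 and 4.70e-04. By log2FC, *CFB* ranked 18 among the 3402 upregulated genes, and 17 among those with a mean above 2 log2 CPM. Among genes past the adjusted p threshold with a mean of at least 2 log2 CPM, the largest rises were those of ENSBTAG00000031647, with a log2FC of 8.00 (standard error 0.73), and ENSBTAG00000049569, with 6.35 (standard error 0.76), and the next 3 had log2FC of 6.32, 6.26 and 6.19. The identifiers of *IL1R2*, *IL3RA*, *TNFAIP6* and *IL12B* are not paired with their names in the count table or in Table 6, so their counts could not be given.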

Major immune genes such as *interleukin* (*IL*)*1 receptor 2* (*IL1R2*), *complement factor B* (*CFB*), and *IL3 receptor subunit alpha* (*IL3RA*) were identified in the top 10 upregulated DEGs, with *TNF alpha induced protein 6* (*TNFAIP6*) and *IL12B* evident in the top 30 upregulated DEGs. Furthermore, *haptoglobin* (*HP*), *lipocalin* (*LCN2*), *serpin peptidase inhibitor* (*SERPINB4*), and *S100 calcium-binding proteins* (*S100A9* and *S100A8*) were also among the top expressed genes in the BRD animals (Table 1). 

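*HP* (ENSBTAG00000006354), *LCN2* (ENSBTAG00000014149), *S100A8* (ENSBTAG00000012640) and *S100A9* (ENSBTAG00000006505) were all higher in the BRD heifers. *HP* reached 9.80 ± 1.55 log2 CPM (SD, n = 25) in the BRD heifers against 6.63 ± 0.82 log2 CPM (SD, n = 18) in the NB heifers, a log2FC of 3.29 (standard error 0.43, *P*-adj = 8.86e-08 from edgeR's quasi-likelihood test). *LCN2* reached 7.25 ± 1.95 against 4.24 ± 0.31 log2 CPM, a log2FC of 3.46 (standard error 0.46, *P*-adj = 1.10e-07). For *S100A8* the values were 10.31 ± 1.57 and 7.14 ± 0.49 log2 CPM, a log2FC of 3.42 (standard error 0.39, *P*-adj = 6.91e-09). For *S100A9* they were 11.89 ± 1.42 and 8.68 ± 0.52 log2 CPM, with the same log2FC of 3.42 (standard error 0.37, *P*-adj = 2.53e-09). Of the 25 BRD heifers, 24 were above all NB heifers in *HP*, *S100A8* and *S100A9*, and 23 in *LCN2*. The SD among BRD heifers exceeded that among NB heifers in each of the 4 genes. All 4 stayed past the adjusted p threshold of 0.05 under the 10 alternative analyses. The identifier of *SERPINB4* is not paired with its name.

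**Figure D1:**
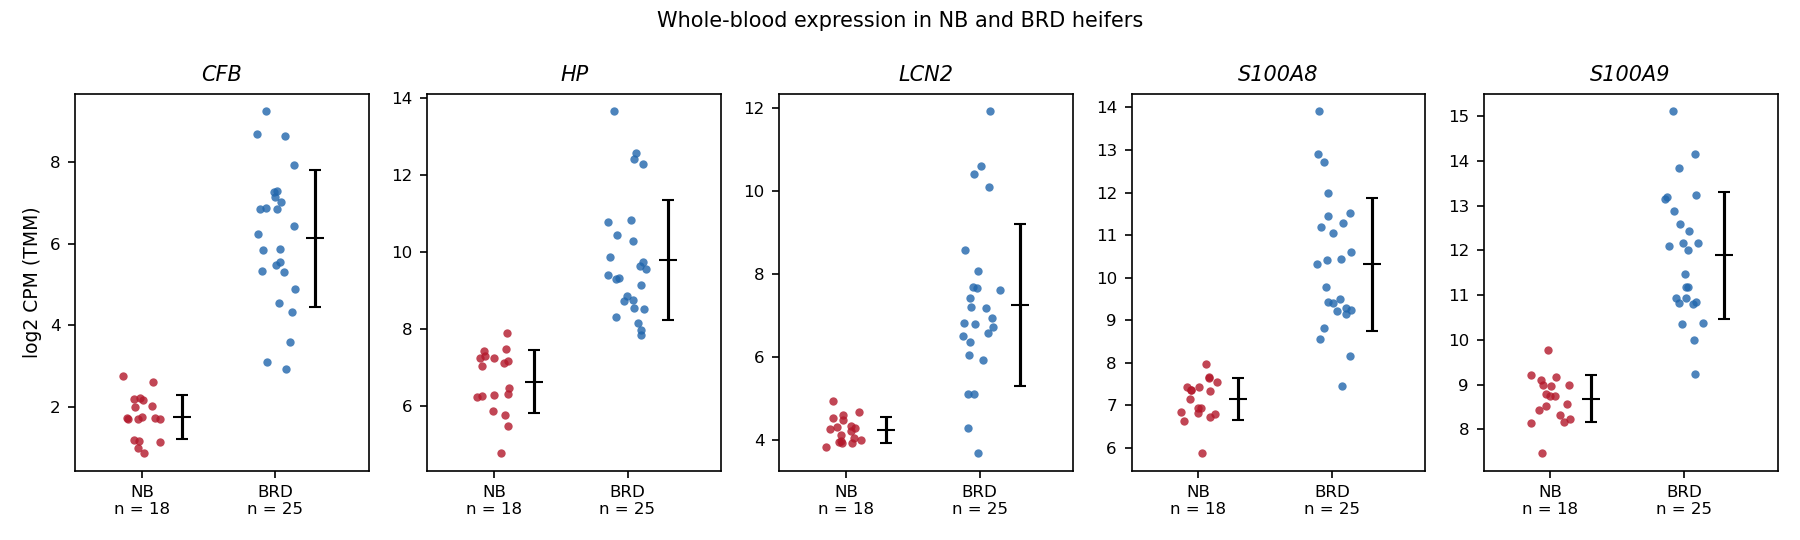
Expression of 5 genes in each heifer, as log2 CPM after TMM normalization, in 18 NB and 25 BRD heifers. Points are heifers, and the bar beside each group is its mean ± SD. For *CFB* the lowest BRD heifer, at 2.94 log2 CPM, lies above the highest NB heifer, at 2.75 log2 CPM.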

The top downregulated DEGs when comparing the BRD with NB animals (Table 2) belonged to hemoglobin synthesis pathways, including *alpha globin* (*HBA*), *beta globin* (*HBB*), *mu globin* (*HBM*), and *aminolevulinic acid synthase* (*ALAS2*). 

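Neither the count table nor Table 6 pairs an Ensembl identifier with the globin genes or *ALAS2*, so the largest falls are given by identifier. Among genes past the adjusted p threshold with a mean of at least 2 log2 CPM, expression in the BRD heifers fell by 4.88 on the log2 scale (standard error 0.54, *P*-adj = 4.06e-09 from edgeR's quasi-likelihood test) for ENSBTAG00000054844 and fell by 4.86 on the log2 scale (standard error 0.54, *P*-adj = 4.41e-09) for ENSBTAG00000051412. The log2FC of the next 3 genes were -3.80, -3.74 and -3.03. The log2FC of -4.88, -4.86, -3.80 and -3.74 equal those that Table 1 gives for *HBA1*, *HBA2*, *ALAS2* and *HBB*. Equal values are the only link between these identifiers and those names. Past the threshold, 11 genes fell by more than 2 on the log2 scale and 211 rose by as much. These counts were 75 and 434 without a filter, 48 and 383 with filterByExpr, and 32 and 325 with days on feed in the model, and under the other 7 alternatives they lay between 10 and 17 and between 157 and 227.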

The enriched genes (upregulated in the BRD animals) belong to immune response pathways, as well as gastrointestinal, inflammatory, infectious, and respiratory disease pathways (not shown).

**TABLE 1:** Top enriched total differentially expressed (DE) genes identified when comparing all bovine respiratory disease (BRD) with all non-BRD (NB) animals.

**Gene name**	**Gene description**	**LogFC**	***P*-Adjust**
*LRG1*	Leucine-rich alpha-2-glycoprotein 1 [Source: VGNC Symbol; Acc: VGNC:30980]	7.84	5.55E-29
*SERPINB4*	*Bos taurus* serpin peptidase inhibitor, clade B like (LOC786410), mRNA. [Source: RefSeq mRNA; Acc:NM_001206713]	6.14	1.18E-19
*IL1R2*	Interleukin 1 receptor type 2 [Source: VGNC Symbol; Acc: VGNC:30132]	5.82	2.71E-20
*EREG*	Epiregulin [Source: VGNC Symbol; Acc: VGNC:28575]	5.37	3.14E-22
*THY1*	thy-1 cell surface antigen [Source: VGNC Symbol; Acc: VGNC:35856]	5.26	8.05E-20
*CFB*	Complement factor B [Source: NCBI gene; Acc: 514076]	4.74	1.05E-28
*DCSTAMP*	Dendrocyte expressed seven transmembrane protein [Source: VGNC Symbol; Acc: VGNC:27925]	4.25	1.80E-22
*BMX*	BMX non-receptor tyrosine kinase [Source: VGNC Symbol; Acc: VGNC:26529]	4.14	2.65E-30
*DPYS*	Dihydropyrimidinase [Source: VGNC Symbol; Acc: VGNC:28194]	4.11	9.58E-19
*IL3RA*	Interleukin 3 receptor subunit alpha [Source: NCBI gene; Acc: 100299249]	4.10	1.17E-31
*ADGRG3*	Adhesion G protein-coupled receptor G3 [Source: VGNC Symbol; Acc: VGNC:25667]	4.01	8.40E-37
*TNFAIP6*	TNF alpha induced protein 6 [Source: VGNC Symbol; Acc: VGNC:36156]	3.64	7.16E-17
*MMP9*	Matrix metallopeptidase 9 [Source: VGNC Symbol; Acc: VGNC:31531]	3.58	1.94E-14
*CLEC1B*	C-type lectin domain family 1 member B [Source: VGNC Symbol; Acc: VGNC:58366]	3.50	3.98E-13
*PLA2G4F*	Phospholipase A2 group IVF [Source: VGNC Symbol; Acc: VGNC:32962]	3.47	3.30E-25
*LCN2*	Lipocalin 2 [Source: VGNC Symbol; Acc: VGNC:30814]	3.45	2.62E-15
*IL12B*	Interleukin 12B [Source: VGNC Symbol; Acc: VGNC:30111]	3.45	1.44E-19
*S100A9*	S100 calcium-binding protein A9 [Source: VGNC Symbol; Acc: VGNC:34247]	3.42	2.30E-21
*S100A8*	S100 calcium-binding protein A8 [Source: VGNC Symbol; Acc: VGNC:34246]	3.42	2.11E-19
*RAB20*	RAB20, member RAS oncogene family [Source: NCBI gene; Acc: 615760]	3.33	3.22E-32
*HP*	Haptoglobin [Source: NCBI gene; Acc: 280692]	3.29	2.42E-15
*DEFB10*	Beta-defensin 10 [Source: NCBI gene; Acc: 100141457]	3.28	2.52E-14
*HBB*	Hemoglobin, beta [Source: NCBI gene; Acc: 280813]	−3.74	9.97E-25
*ALAS2*	5′-Aminolevulinate synthase 2 [Source: VGNC Symbol; Acc: VGNC:25804]	−3.80	3.14E-32
*HBA2*	Hemoglobin, alpha 2 [Source: NCBI gene; Acc: 512439]	−4.86	3.14E-22
*HBA1*	Hemoglobin, alpha 1 [Source: NCBI gene; Acc: 100140149]	−4.88	2.13E-22

**TABLE 2:** Summary of differentially expressed (DE) genes between bovine respiratory disease (BRD) clusters.

	**Cluster comparison^1^**		
**Item**	*B–A	*C–A	*C–B
Total transcripts	13,404	13,404	13,404
↑ Expression	1,739	3,806	581
↓ Expression	1,670	3,464	1,472
Total DEG	3,409	7,270	2,053
No significant changes	9,995	6,134	11,351

^1^Cluster with (*) annotation is upregulated compared with opposite cluster. Transcripts in B upregulated compared with A. Transcripts in C upregulated when compared with A. Transcripts in C upregulated when compared with B.

### Analysis of Bovine Respiratory Disease Clusters and Differentially Expressed Genes

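The distance of each heifer from the mean of its group, over the 500 genes of the PCA, was 29.3 ± 8.88 (SD, n = 25) in the BRD heifers and 18.96 ± 3.46 (SD, n = 18) in the NB heifers (two-sided permutation test, p = 4.00e-05). Distances ranged from 16.8 to 49.8 in the BRD heifers and from 15.2 to 28.6 in the NB heifers.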

As the BRD samples were more dispersed in the PCA than those from NB (Figure 1), gene expression in the 25 BRD animals was investigated further. 

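For the comparisons within the BRD heifers, the assignment to clusters was taken from Supplementary Table 1, which places 5 heifers in Cluster A, 8 in Cluster B and 12 in Cluster C. Total counts per heifer ranged from 23080087 to 25851008 in Cluster A, from 19889475 to 26174364 in Cluster B and from 19201688 to 28242053 in Cluster C. In a PCA of the 25 BRD heifers, made as for all 43, PC1 held 40.6% of the variance (jackknife standard error 7.94 percentage points) and PC2 held 12.6%. With log2 CPM in place of the variance stabilizing transformation, PC1 held 30.1%. The PC1 score was 33.9 ± 9.61 (SD, n = 5) in Cluster A, 4.70 ± 3.60 (SD, n = 8) in Cluster B and -17.2 ± 7.54 (SD, n = 12) in Cluster C, and no 2 clusters overlapped on PC1. The silhouette width compares the distance of a heifer to its own cluster with that to the nearest other cluster, over the same 500 genes, and is below 0 where the other cluster is nearer. Its mean was 0.0994 in Cluster A, 0.162 in Cluster B and 0.139 in Cluster C, and it was below 0 for 2 heifers of Cluster A and 1 heifer of Cluster C. The clusters were drawn by the authors from these same counts, so the counts of genes that differ between them are not independent of the grouping. Genes with a CPM of at least 2 in at least 5 heifers were kept for this fit, 12378 in all, and cluster was the only factor in the model.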

Three distinct subsets or clusters were identified within the BRD samples (Figure 2). These clusters were not associated with serum haptoglobin level or rectal temperature at clinical examination (Supplementary Table 1).

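Serum haptoglobin was above the range of the assay in 5 of 5 heifers of Cluster A, 4 of 8 of Cluster B and 8 of 12 of Cluster C (permutation test of the Kruskal-Wallis statistic with these values tied at the top, p = 0.166, adjusted p = 0.222 over 4 measures). Rectal temperature was 40.5 ± 0.278 °C (SD, n = 5) in Cluster A, 40.7 ± 0.537 °C (SD, n = 8) in Cluster B and 40.6 ± 0.327 °C (SD, n = 12) in Cluster C (permutation test, p = 0.790, adjusted p = 0.790). Days on feed had medians of 32, 21.5 and 22.5 days in Clusters A, B and C (permutation test, p = 0.0282, adjusted p = 0.113), and sampling day had medians of 11, 16 and 15 (permutation test, p = 0.142, adjusted p = 0.222). All 5 heifers of Cluster A came from pens B1 and B9, as did 2 of the 20 other BRD heifers (permutation test of the chi-square statistic over all 6 pens, chosen after seeing the pens, p = 1.42e-03). No pen held heifers of both Cluster A and Cluster B. Within neither group was a relation of the *HP* transcript with serum haptoglobin found. Serum haptoglobin helps define the groups, and the NB values spanned only 0.036 to 0.219 g/L. A relation over the whole range was therefore not tested. In the 18 NB heifers Pearson's r was -0.41 (permutation test, p = 0.0890) and Spearman's rho was -0.40 (permutation test, p = 0.105), each with an adjusted p of 0.157 over 3 correlations. Without the 2 heifers farthest from the median haptoglobin, r was -0.32. In the 25 BRD heifers, of which 17 had values above the range, only Spearman's rho could be used, and it was 0.18 (permutation test, p = 0.397, adjusted p = 0.397).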

**FIGURE 2:**
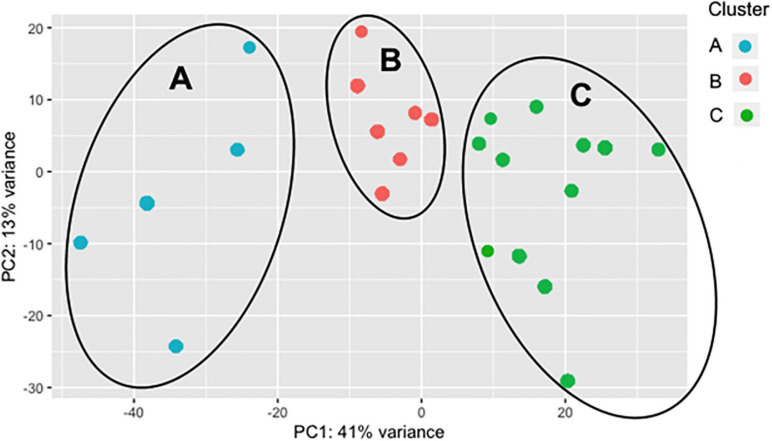
Principal component analysis (PCA) displaying clustering of bovine respiratory disease (BRD) samples. Cluster dendrogram identifying groups in the BRD population (*n* = 25) that are similar to one another based on gene expression. The BRD data is further subdivided into three distinct clusters.

Differentially expressed gene values were calculated within the BRD samples (*n* = 25) and compared with one another for DEG profile, with cluster used as the coefficient to determine DEGs; log2FC > 2, *P*-adj < 0.05. A total of 13,404 DEGs were identified in these samples (Table 2). 

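The edgeR fit gave 3902 genes that differed between Clusters B and A at an adjusted p threshold of 0.05, 2095 higher in B and 1807 lower. Between Clusters C and A it gave 7433 genes, 3976 higher in C and 3457 lower. Between Clusters C and B it gave 2541 genes, 953 higher in C and 1588 lower. With an absolute log2FC above 2 in addition, 38 genes were higher and 76 lower in Cluster B than in A, 109 higher and 273 lower in C than in A, and 12 higher and 22 lower in C than in B. With library size alone, which shifted the median log2FC of all genes, 218 genes were higher and 187 lower in C than in A at these limits, so that balance reversed, with 47 and 62 for B and A and 15 and 18 for C and B. Between B and A, 24 such genes were higher and 51 lower without heifer 5321 of Cluster A, and 75 higher and 93 lower without heifer 5080. Between B and A and between C and A the counts moved most when pen was added to the model, which gave 4 and 3299 genes. Between C and B the count moved most with library size alone in place of TMM, which gave 3558 genes, and with pen it was 2437. With each of the 5 heifers of Cluster A left out in turn, between 3011 and 4453 genes differed between B and A, and between 6799 and 7637 between C and A.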

As Cluster A appeared to be the most distinct, Cluster A read counts were compared with those in Clusters B and C. With the use of logFC > 2, *P*-value < 0.05, *P*-adj < 0.01, when compared with A, 109 DEGs common to Clusters B and C were identified (34 upregulated and 74 downregulated). 

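Cluster A was compared with the mean of Clusters B and C in the same fit, which gave 6525 genes at an adjusted p threshold of 0.05, 3092 higher in Cluster A and 3433 lower. With pen in the model, 1003 genes passed. Among genes past the threshold with a mean of at least 2 log2 CPM, the 5 largest falls in Cluster A had log2FC of -5.15, -3.79, -3.34, -2.80 and -2.76. At an adjusted p threshold of 0.01 and an absolute log2FC above 2, 89 genes differed from Cluster A in both Cluster B and Cluster C, 25 higher and 64 lower than in Cluster A, and none of the 89 changed direction between the 2 clusters. Both comparisons share the 5 heifers of Cluster A. In 99 random regroupings of the BRD heifers into groups of 5, 8 and 12, made and fitted without regard to pen, no gene met these criteria in both. With pen in the edgeR model 0 genes met them in both, where 1977 genes between B and A and 5020 between C and A had an unadjusted p under 0.05 and no other tool was run with pen. In that model random regroupings gave 0 common genes, while shuffling the clusters within pens gave up to 34, or up to 8 where Cluster A held other heifers than the real one. Without heifer 5321 of Cluster A, 50 genes met them in both.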

There were 273 DEGs unique to Cluster C and 18 to Cluster B when compared with Cluster A. The top upregulated genes unique to Cluster B included *multidrug resistance protein 4*, *duodenase-1*, and *trefoil factor 2*, while the top downregulated genes were all from the keratin family (Table 3). 

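At the same criteria, 278 genes differed from Cluster A only in Cluster C, and 2 genes only in Cluster B. With each heifer of Cluster A left out in turn, between 256 and 323 genes were found only in Cluster C and between 0 and 8 only in Cluster B. The higher value for Cluster B came without heifer 5080 and the lower without heifer 5327. A gene counted for only 1 of the clusters passed the criteria there and not in the other, and a difference between Clusters B and C was not part of the criteria. The genes of Table 3 are not paired with identifiers, so their counts could not be given.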

For Cluster C, upregulated genes included *cornifin B-like*, *solute carrier family 6*, and *serine protease 50*, while *thy-1 cell surface antigen* and *leucine-rich alpha-2-glycoproteins* were downregulated (Table 3). When compared with animals in Cluster B and C, animals in Cluster A showed increased expression of genes encoding bovine antimicrobial peptides. Specifically, *cathelicidin-2* (*CATH2*), *CATH3*, *CATH5*, and *CATH6* were upregulated in Cluster A (Table 4). These genes had high logFC values (>log2), and genes for other antimicrobial peptides such as *enteric beta defensin* (*EBD*) and *beta-defensin 4A* (*DEFB4*) were also upregulated in Cluster A, when compared with those in B and C. Genes downregulated in Cluster A when compared with Cluster B and C are shown in Table 5. 

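*CAMP* (ENSBTAG00000024852), the name that IPA gave to a cathelicidin gene, was the gene with the largest rise in Cluster A against the mean of Clusters B and C among the 12378 genes tested. Its expression was 6.64 ± 4.66 log2 CPM (SD, n = 5) in Cluster A, 0.59 ± 1.16 log2 CPM (SD, n = 8) in Cluster B and -0.24 ± 1.45 log2 CPM (SD, n = 12) in Cluster C. The log2FC was 8.88 (standard error 0.81, *P*-adj = 1.58e-08 from edgeR's quasi-likelihood test). That of the next gene was 8.32 (standard error 0.68), a gap below either standard error, so the order of these genes is not firm. The fitted log2FC compares mean counts, so the heifers with the highest counts weigh most and it exceeds the difference in mean log2 CPM. *PGLYRP1* (ENSBTAG00000002635), which encodes a peptidoglycan recognition protein, reached 4.73 ± 2.66 log2 CPM in Cluster A against 1.41 ± 0.37 in Cluster B and 0.51 ± 0.82 in Cluster C, a log2FC of 4.97 (standard error 0.47, *P*-adj = 1.98e-08). *BPI* (ENSBTAG00000014046), which encodes a bactericidal protein of granulocytes, had a log2FC of 3.19 (standard error 0.61, *P*-adj = 1.24e-04). Of the 5 heifers of Cluster A, 4 were above all heifers of Clusters B and C in *CAMP* and *PGLYRP1*, and 3 in *BPI*. Heifer 5080 of Cluster A was within the range of the other clusters, at 0.39 log2 CPM for *CAMP* and 0.78 log2 CPM for *PGLYRP1*. With each heifer of Cluster A left out in turn, the log2FC of *CAMP* stayed between 7.97 and 9.20. With pen in the model, *BPI* was no longer past the threshold (log2FC 4.20, *P*-adj = 0.0731) and *CAMP* was only just past it (log2FC 7.64, *P*-adj = 0.0398). *PGLYRP1* stayed past it under its 9 alternative analyses, with an adjusted p of up to 0.0429. The paper's text does not give the settings for reads that match several genes, which decide how reads shared between cathelicidin genes were counted.

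**Figure D2:**
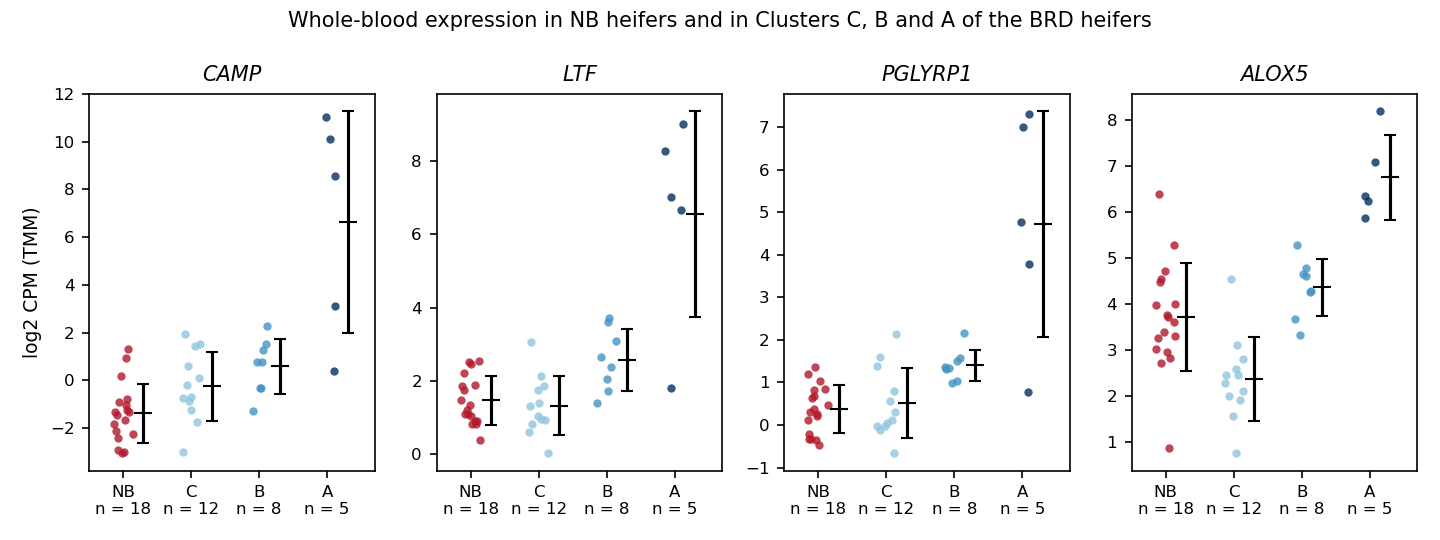
Expression of 4 genes in each heifer, as log2 CPM after TMM normalization, in 18 NB heifers and in Clusters C, B and A of the BRD heifers. Points are heifers, and the bar beside each group is its mean ± SD. For *ALOX5* the lowest heifer of Cluster A, at 5.88 log2 CPM, lies above the highest of Cluster B, at 5.28 log2 CPM.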

Further analysis using the core analysis function in IPA shows the pathway involved in viral infection as one of the top disease pathways according to z-score in the comparison between Cluster A animals with Clusters B and C (Figure 3). The highly activated genes in this comparison include *LCN2*, *S1008A*, and *CFB*, with *bovine cathelicidin antimicrobial peptide* (*CAMP*) having the highest experimental log ratio value as identified through IPA (Table 6).

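Of the 48 identifiers in Table 6, 45 passed the filter, and all 45 were higher in Cluster A than in the mean of Clusters B and C, with log2FC from 1.51 to 8.88, a median of 2.23 and a largest adjusted p of 4.63e-04. Table 6 lists only positive log ratios, which equal Cluster A minus Cluster B in these same counts. The shared direction therefore follows largely from how the genes were chosen. *LCN2* reached 10.22 ± 1.39 log2 CPM (SD, n = 5) in Cluster A, 7.44 ± 0.61 log2 CPM (SD, n = 8) in Cluster B and 5.88 ± 1.11 log2 CPM (SD, n = 12) in Cluster C, a log2FC of 3.76 (standard error 0.39, *P*-adj = 7.07e-08 from edgeR's quasi-likelihood test). *S100A8* had a log2FC of 2.81 (standard error 0.26, *P*-adj = 1.98e-08), and all 5 heifers of Cluster A were above every heifer of Clusters B and C. *CFB* reached 8.13 ± 1.02 log2 CPM in Cluster A, 6.63 ± 0.88 in Cluster B and 4.95 ± 1.31 in Cluster C, a log2FC of 2.22 (standard error 0.45, *P*-adj = 2.57e-04). By log2FC, *LCN2* ranked 22, *S100A8* ranked 54 and *CFB* ranked 108 among the 3092 genes higher in Cluster A. With pen in the model none of the 3 was past the threshold (*P*-adj = 0.0878 for *LCN2*, 0.0530 for *S100A8* and 0.0810 for *CFB*), and over their other alternatives and the heifers left out in turn all 3 stayed past it.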

**TABLE 3:** Unique genes of interest in Clusters B and C.

**Cluster B**		**Cluster C**	
**Upregulated**	**Downregulated**	**Upregulated**	**Downregulated**
*LOC521568: Multidrug resistance associated protein 4 LOC508858: Duodenase 1 SV2C: Synaptic vesicle glycoprotein VSIG2: V-set and immunoglobulin domain containing 2 TFF2: Trefoil factor 2*	*KRT85: Keratin 85 KRT83: Keratin 83 KRT33B: Keratin, type 1 cuticular Ha3-I-like KRT33A: Keratin 33A KRT86: Keratin 86*	*LOC507527: Cornifin-B-like SLC6A15: Solute carrier family 6 ANK1: Ankyrin 1 KRT25: Keratin 25 PRSS50: Serine protease 50 BOLA-DQB: Major histocompatibility complex, class II, DQ beta*	*THY1: thy-1 cell surface antigen LOC51110: Serpin peptidase inhibitor, clade B like PLIN5: Perilipin 5 ALPL: Alkaline phosphatase, biomineralization associated LRG1: Leucine-rich alpha-2-glycoprotein*

**TABLE 4:** Top enriched bovine respiratory disease (BRD) differentially expressed (DE) genes in Cluster A compared with Clusters B and C.

**Gene name**	**Gene description**	**LogFC**	***P*-Adjust**
*CATHL2*	Cathelicidin 2 [Source: NCBI gene; Acc: 282165]	8.91	1.03E-33
*CD177*	CD177 molecule [Source: VGNC Symbol; Acc: VGNC:27006]	8.35	1.17E-34
*CATHL6*	Cathelicidin 6 [Source: NCBI gene; Acc: 317651]	7.71	2.28E-33
*CATHL3*	Cathelicidin 1 [Source: NCBI gene; Acc: 282164]	7.37	2.77E-26
*CATHL5*	Cathelicidin 5 [Source: NCBI gene; Acc: 282167]	7.04	1.48E-28
*NGP*	Neutrophilic granule protein-like [Source: NCBI gene; Acc: 788112]	5.77	1.12E-13
*LTF*	Lactotransferrin [Source: VGNC Symbol; Acc: VGNC:31077]	5.57	1.01E-30
*MS4A3*	Membrane spanning 4-domains A3 [Source: VGNC Symbol; Acc: VGNC:58392]	5.54	1.49E-16
*EBD*	Enteric beta-defensin [Source: NCBI gene; Acc: 281743]	5.42	4.90E-20
*ORM1*	Orosomucoid 1 [Source: NCBI gene; Acc: 497200]	5.10	2.85E-23
*DEFB4A*	Defensin, beta 4A [Source: NCBI gene; Acc: 286836]	5.01	4.34E-20
*PGLYRP1*	Peptidoglycan recognition protein 1 [Source: VGNC Symbol; Acc: VGNC:32791]	5.01	6.43E-29
*MMP8*	Matrix metallopeptidase 8 [Source: VGNC Symbol; Acc: VGNC:31530]	5.00	2.50E-18
*CCL14*	Chemokine (C-C motif) ligand 14 [Source: NCBI gene; Acc: 616723]	4.57	1.16E-22
*FLT4*	fms related tyrosine kinase 4 [Source: VGNC Symbol; Acc: VGNC:29044]	4.51	9.30E-13
*EFNB2*	Ephrin B2 [Source: VGNC Symbol; Acc: VGNC:28360]	4.34	2.04E-23
*IL1R2*	Interleukin 1 receptor type 2 [Source: VGNC Symbol; Acc: VGNC:30132]	4.32	8.21E-16
*MMP27*	Matrix metallopeptidase 27 [Source: VGNC Symbol; Acc: VGNC:54886]	4.25	8.38E-08
*RETN*	Resistin [Source: VGNC Symbol; Acc: VGNC:33877]	4.13	1.63E-18
*FOLR3*	Folate receptor 3 [Source: NCBI gene; Acc: 516067]	4.07	6.08E-07
*HSPG2*	Heparan sulfate proteoglycan 2 [Source: VGNC Symbol; Acc: VGNC:29988]	3.82	2.72E-22
*LCN2*	Lipocalin 2 [Source: VGNC Symbol; Acc: VGNC:30814]	3.75	6.71E-18
*MMP9*	Matrix metallopeptidase 9 [Source: VGNC Symbol; Acc: VGNC:31531]	3.65	2.20E-12
*TMEM217*	Transmembrane protein 217 [Source: VGNC Symbol; Acc: VGNC:36039]	3.53	2.21E-16
*LBP*	Lipopolysaccharide-binding protein [Source: VGNC Symbol; Acc: VGNC:56192]	3.48	4.27E-10
*RAB3IL1*	RAB3A interacting protein like 1 [Source: VGNC Symbol; Acc: VGNC:33655]	3.46	2.11E-09
*ALOX5*	Arachidonate 5-lipoxygenase [Source: VGNC Symbol; Acc: VGNC:25844]	3.34	3.28E-13
*SERPINB2*	Serpin family B member 2-like [Source: NCBI gene; Acc: 281376]	3.29	7.61E-11
*BPI*	Bactericidal permeability increasing protein [Source: NCBI gene; Acc: 280734]	3.20	6.12E-08
*CCL24*	C-C motif chemokine ligand 24 [Source: VGNC Symbol; Acc: VGNC:26950]	3.18	5.34E-10
*ITGA9*	Integrin subunit alpha 9 [Source: VGNC Symbol; Acc: VGNC:30320]	3.18	4.25E-13
*RGL1*	Ral guanine nucleotide dissociation stimulator like 1 [Source: VGNC Symbol; Acc: VGNC:33903]	3.13	1.13E-19
*EREG*	Epiregulin [Source: VGNC Symbol; Acc: VGNC:28575]	3.11	6.57E-12
*SERPINB4*	*Bos taurus* serpin peptidase inhibitor, clade B like (LOC786410), mRNA. [Source: RefSeq mRNA; Acc: NM_001206713]	3.07	1.15E-06

**TABLE 5:** Genes downregulated in Cluster A when compared with Clusters B and C.

**Gene name**	**Gene description**	**LogFC**	***P*-Adjust**
*TAC3*	Tachykinin 3 [Source: VGNC Symbol; Acc: VGNC:35556]	−5.16	7.22E-08
*LOC100139881*	Mast cell protease 2 [Source: NCBI gene; Acc: 100139881]	−3.76	4.82E-05
*FOLH1B*	Folate hydrolase 1B [Source: NCBI gene; Acc: 505865]	−3.52	5.78E-03
*LOC100847119*	Immunoglobulin lambda-1 light chain-like [Source: NCBI gene; Acc: 100847119]	−3.48	4.12E-04
*NRIP3*	Nuclear receptor interacting protein 3 [Source: VGNC Symbol; Acc: VGNC:32264]	−3.30	4.99E-04
*LARP6*	La ribonucleoprotein domain family member 6 [Source: VGNC Symbol; Acc: VGNC:30793]	−3.06	3.09E-07
*BREH1*	Retinyl ester hydrolase type 1 [Source: NCBI gene; Acc: 497207]	−2.95	1.30E-08
*GABRD*	Gamma-aminobutyric acid type A receptor delta subunit [Source: VGNC Symbol; Acc: VGNC:29198]	−2.91	2.94E-05
*SEMA3G*	Semaphorin 3G [Source: VGNC Symbol; Acc: VGNC:34432]	−2.82	1.72E-09
*KLHDC8A*	Kelch domain containing 8A [Source: VGNC Symbol; Acc: VGNC:30639]	−2.79	1.07E-08
*ADGRA1*	Adhesion G protein-coupled receptor A1 [Source: VGNC Symbol; Acc: VGNC:55933]	−2.79	2.59E-06
*PRG3*	Proteoglycan 3 [Source: NCBI gene; Acc: 617374]	−2.75	1.68E-02
*WNT5A*	Wnt family member 5A [Source: VGNC Symbol; Acc: VGNC:36960]	−2.73	2.99E-06
*GATA2*	GATA-binding protein 2 [Source: VGNC Symbol; Acc: VGNC:29266]	−2.68	1.51E-04
*GZMB*	Granzyme B (granzyme 2, cytotoxic T-lymphocyte-associated serine esterase 1) [Source: NCBI gene; Acc: 281731]	−2.65	7.07E-04
*KCNIP3*	Potassium voltage-gated channel interacting protein 3 [Source: NCBI gene; Acc: 513316]	−2.61	2.09E-12
*WC1.1*	Antigen WC1.1 [Source: NCBI gene; Acc: 786796]	−2.59	1.58E-06
*GCSAML*	Germinal center associated signaling and motility like [Source: HGNC Symbol; Acc: HGNC:29583]	−2.56	3.99E-04
*PRRS50*	Serine protease 50 [Source: NCBI gene; Acc: 518845]	−2.49	2.03E-05
*CD163L1*	CD163 molecule-like 1 [Source: NCBI gene; Acc: 338056]	−2.49	9.03E-11
*TGFB2*	Transforming growth factor beta 2 [Source: VGNC Symbol; Acc: VGNC:35802]	−2.48	7.07E-04
*CD1E*	CD1e molecule [Source: VGNC Symbol; Acc: VGNC:27008]	−2.45	1.74E-04
*CXCL12*	C-X-C motif chemokine ligand 12 [Source: VGNC Symbol; Acc: VGNC:27848]	−2.44	6.06E-12
*LY6G6C*	Lymphocyte antigen 6 family member G6C [Source: VGNC Symbol; Acc: VGNC:31090]	−2.43	8.71E-09
*KCNQ4*	Potassium voltage-gated channel subfamily Q member 4 [Source: VGNC Symbol; Acc: VGNC:30489]	−2.40	4.37E-08
*SLC6A15*	Solute carrier family 6 member 15 [Source: VGNC Symbol; Acc: VGNC:34918]	−2.39	1.71E-02
*BOLA-DQB*	Major histocompatibility complex, class II, DQ beta [Source: NCBI gene; Acc: 282495]	−2.38	7.68E-03
*CYGB*	Cytoglobin [Source: VGNC Symbol; Acc: VGNC:50268]	−2.36	7.37E-08
*ANK1*	Ankyrin 1 [Source: NCBI gene; Acc: 353108]	−2.35	5.22E-03
*RTN4RL1*	Reticulon 4 receptor like 1 [Source: VGNC Symbol; Acc: VGNC:34207]	−2.34	4.80E-08
*ENPP1*	Ectonucleotide pyrophosphatase/phosphodiesterase 1 [Source: VGNC Symbol; Acc: VGNC:28504]	−2.33	3.33E-08
*CHCHD6*	Coiled-coil-helix-coiled-coil-helix domain containing 6 [Source: VGNC Symbol; Acc: VGNC:27274]	−2.33	3.33E-08
*HRH4*	Histamine receptor H4 [Source: VGNC Symbol; Acc: VGNC:29956]	−2.33	8.85E-07

**FIGURE 3:**
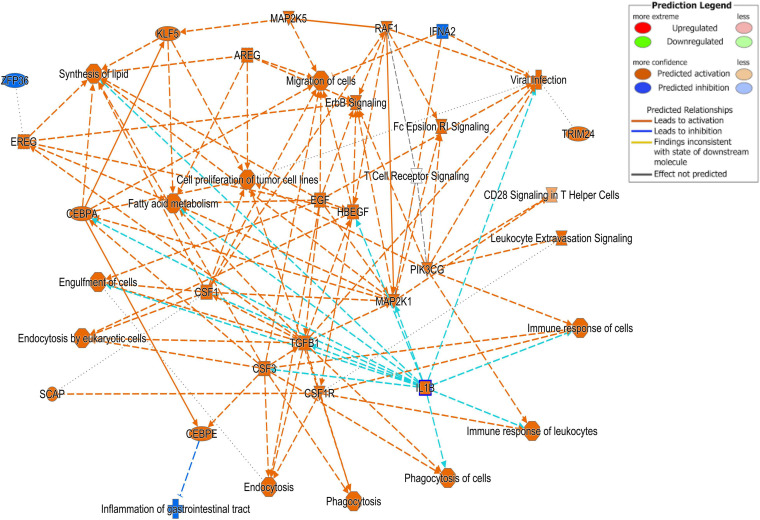
Ingenuity Pathway Analysis (IPA). Cell signaling pathways involved in the viral response pathway identified as one of the top disease pathways according to z-score in the comparison between Cluster A animals and Clusters B and C.

**TABLE 6:** Ingenuity Pathway Analysis (IPA) list of genes predicted to affect viral infection in Cluster A compared with B and C.

**ID**	**Genes in dataset**	**Prediction**	**Expr log ratio**	**Findings**
ENSBTAG00000024852	CAMP	Affected	8.561	Affects (1)
ENSBTAG00000001292	LTF	Affected	4.952	Affects (6)
ENSBTAG00000002635	PGLYRP1	Affected	4.617	Affects (1)
ENSBTAG00000016991	**EFNB2**^©^	**Increased**	**4.548**	**Increases** (4)
ENSBTAG00000017294	ORM1	Affected	4.39	Affects (1)
ENSBTAG00000004716	**RETN**	**Increased**	**3.478**	**Increases** (2)
ENSBTAG00000014149	**LCN2**	**Increased**	**3.092**	**Increases** (3)
ENSBTAG00000020676	MMP9	Affected	2.699	Affects (9)
ENSBTAG00000014046	BPI	Affected	2.617	Affects (1)
ENSBTAG00000020319	ALOX5	Affected	2.536	Affects (3)
ENSBTAG00000017866	**CD36**	**Increased**	**2.528**	**Increases** (7)
ENSBTAG00000006354	HP	Affected	2.511	Affects (1)
ENSBTAG00000005952	CEBPE	Affected	2.251	Affects (1)
ENSBTAG00000008059	CHRM3	Affected	2.106	Affects (3)
ENSBTAG00000048591	THBD	Affected	2.057	Affects (2)
ENSBTAG00000007169	**P2RX1**	**Increased**	**2.052**	**Increases** (2)
ENSBTAG00000039050	**P2RY2**	**Increased**	**2.051**	**Increases** (1)
ENSBTAG00000008951	ALPL	Affected	1.991	Affects (3)
ENSBTAG00000001034	IL18R1	Decreased	1.966	Decreases (2)
ENSBTAG00000012640	**S100A8**	**Increased**	**1.932**	**Increases** (4)
ENSBTAG00000021994	CACNA2D4	Affected	1.908	Affects (3)
ENSBTAG00000046152	MGAM	Affected	1.883	Affects (1)
ENSBTAG00000054057	NRG1	Affected	1.817	Affects (1)
ENSBTAG00000053072	**EFHC2**	**Increased**	**1.78**	**Increases** (1)
ENSBTAG00000014906	VCAN	Affected	1.764	Affects (1)
ENSBTAG00000040151	GCH1	Affected	1.723	Affects (1)
ENSBTAG00000038490	**CLEC4A**	**Increased**	**1.593**	**Increases** (22)
ENSBTAG00000012019	IRS2	Affected	1.544	Affects (1)
ENSBTAG00000020580	TCN1	Affected	1.538	Affects (1)
ENSBTAG00000046158	**CFB**	**Increased**	**1.519**	**Increases** (2)
ENSBTAG00000018517	**VLDLR**	**Increased**	**1.499**	**Increases** (1)
ENSBTAG00000006505	**S100A9**	**Increased**	**1.489**	**Increases** (6)
ENSBTAG00000019059	**ATG16L2**	**Increased**	**1.487**	**Increases** (2)
ENSBTAG00000012185	CLEC4E	Affected	1.474	Affects (1)
ENSBTAG00000038048	**MRC1**	**Increased**	**1.471**	**Increases** (1)
ENSBTAG00000016414	**VDR**	**Increased**	**1.468**	**Increases** (27)
ENSBTAG00000010763	**DUSP16**	**Increased**	**1.468**	**Increases** (2)
ENSBTAG00000014636	ZFHX3	Affected	1.428	Affects (1)
ENSBTAG00000006817	CBL	Decreased	1.417	Decreases (3)
ENSBTAG00000016206	MAOA	Affected	1.413	Affects (1)
ENSBTAG00000012052	**PADI4**	Increased	1.401	Increases (2)
ENSBTAG00000008592	FCGR1A	Decreased	1.382	Decreases (13)
ENSBTAG00000047338	**DCBLD1**	**Increased**	**1.327**	**Increases** (1)
ENSBTAG00000018255	ACTN1	Affected	1.318	Affects (1)
ENSBTAG00000047238	**ITGAM**	Increased	1.318	Increases (2)
ENSBTAG00000045565	NHSL2	Affected	1.316	Affects (1)
ENSBTAG00000013201	ALOX5AP	Affected	1.295	Affects (1)
ENSBTAG00000012638	**S100A12**	**Increased**	**1.264**	**Increases** (3)

*© 2000–2021 QIAGEN. All rights reserved. Bolded rows identify genes predicted to have increased activity using the IPA analysis.*

### Comparison With Related Studies

In order to determine the validity of our results, finding similarities in gene expression to related studies was also a goal of our analysis. Three studies in particular also investigated gene expression in response to cattle with BRD using the blood and bronchial lymph node transcriptome. The work done by Johnston et al. (2019) showed similarities to our work in the clear separation observed when plotting the gene expression pattern between control and infected animals, and also in the identification of genes related to acute phase protein expression (Supplementary Table 4). Additionally, Sun et al. (2020) identified enriched expression of genes belonging to heme biosynthesis, acute phase response signaling, and granzyme B signaling, which was also observed in our results (Supplementary Table 4). Finally, Scott et al. (2020), who also investigated the blood transcriptome, found similarities with the highly upregulated genes found here including *CATH2*, *LRG1*, and *CFB*, as well as decreased expression of *ALOX15* and *GZMB*.

## Discussion

Most previous studies investigating BRD have used fluids and tissues located at the main sites of infection for BRD pathogens, such as bronchial lymph nodes (Tizioto et al., 2015; Johnston et al., 2019), lung tissue (Rai et al., 2015; Chen et al., 2016; Behura et al., 2017), and lymph fluid (Gershwin et al., 2015), and have reported various immune-related genes enriched at each site of infection. In addition, these studies have collected these fluids and tissues at postmortem examination. Only a few studies (Lindholm-Perry et al., 2018; Scott et al., 2020) use RNA extracted from blood for gene expression analysis despite the relative ease of its sampling from live animals. We therefore applied a functional genomics approach to investigate changes in the whole-blood transcriptome, making two different comparisons; the first examined the difference in gene expression between all the BRD and NB animals, while the second explored the larger variation observed among the BRD animals.

As anticipated, we found that gene expression profiles in whole blood varied between animals diagnosed with BRD and those not exhibiting clinical signs of BRD. Analysis of the differential gene expression between phenotypically healthy cattle (NB) and those with BRD showed that, as with the tissues at infection sites, the major pathways activated in cattle with BRD were also associated with the host immune response.

The BRD animals also had lower expression of genes involved in hemoglobin synthesis. For example, *HBA1*, *HBA2*, *HBB*, and *ALAS2* were all downregulated in the BRD animals. These genes are involved in erythropoiesis and are regulated by iron availability (Chiabrando et al., 2014). Iron homeostasis is involved in oxygen transport, cellular respiration, and metabolic processes (Ali et al., 2017). The regulation of iron concentration in blood also plays an important role in modulating bacterial infection and contributes to the progression of lung disease (Roehrig et al., 2006; Ali et al., 2017). During bacterial infection, neutrophils maintain iron homeostasis by releasing LCN2 and lactoferrin (LTF) to sequester free iron (Ali et al., 2017) and protect the lung from oxidative stress induced by iron and HBA and HBB molecules (Tubsuwan et al., 2011). Furthermore, LCN2 decreases iron availability to limit the growth of pathogenic bacteria (Xiao et al., 2017; Pokorska et al., 2019). *Pasteurella multocida* express outer membrane protein receptors for iron-binding proteins, and the expression of these proteins increases during conditions of iron restriction (Prado et al., 2005). Animals with BRD show decreased expression of genes for hemoglobin and iron-binding proteins and regulators and an increase in genes for iron maintenance proteins (i.e., *LCN2* and *LTF*) that are released from neutrophils as a response to infection. 

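*LTF* (ENSBTAG00000001292) was expressed at 2.77 ± 2.43 log2 CPM (SD, n = 25) in the BRD heifers and 1.46 ± 0.66 log2 CPM (SD, n = 18) in the NB heifers, a log2FC of 2.00 (standard error 0.62, *P*-adj = 6.00e-03 from edgeR's quasi-likelihood test). Only 9 of the 25 BRD heifers were above all NB heifers. Each cluster was set against the NB heifers in a fit with the clusters as groups and no pen term, unlike the log2FC of 2.00. There the log2FC of *LTF* was 6.16 in Cluster A (*P*-adj = 1.86e-16), 1.19 in Cluster B (*P*-adj = 0.0108) and -0.06 in Cluster C (*P*-adj = 0.925). Under the 10 alternative analyses the log2FC between BRD and NB heifers ranged from 1.14 with sampling day in the model (*P*-adj = 0.588) to 3.99 without the pen term (*P*-adj = 5.76e-05). It was not past the threshold with sampling day or with days on feed (log2FC 1.85, *P*-adj = 0.226), and was past it under the other 8. *LCN2* rose against the NB heifers in each cluster, with log2FC of 6.39 in Cluster A, 3.29 in Cluster B and 1.93 in Cluster C. The paper describes *LCN2* and *LTF* as iron maintenance proteins that neutrophils release in response to infection.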

In both comparisons of gene expression (BRD vs. NB and within the BRD animals), *LCN2* expression was increased while in the BRD vs. NB comparison, expression of genes encoding iron-binding proteins was lowered.

Bovine respiratory disease is multifactorial (Taylor et al., 2010), and etiological diagnosis of BRD is difficult if not impossible to reach in a field setting (Pardon and Buczinski, 2020). Major BRD pathogens such as *Mannheimia haemolytica*, *P. multocida*, *Haemophilus somnus*, or *Mycoplasma bovis* can be isolated from both healthy and sick animals (Angen et al., 2009; Timsit et al., 2017, 2018). Furthermore, multiple BRD pathogens (i.e., viruses and bacteria) are often detected at the same time in the same animal (Angen et al., 2009; Fulton et al., 2009), and it is impossible to determine which ones are causing lung lesions and associated clinical signs without performing a postmortem examination (Fulton and Confer, 2012). This explains why identification of the individual microbial and viral species was not performed in this study.

Although identification of the individual microbial and viral species was not performed in this study, we may be able to infer what agents were present by comparing the gene expression results with those from specific challenge studies. For example, Tizioto et al. (2015) performed single pathogen challenges with the common pathogens in the BRD complex and examined gene expression in bronchial lymph nodes of these animals (Tizioto et al., 2015). The patterns of enriched genes in the blood transcriptome in this study share similar gene characteristics with previous investigations. For example, *S100A8*, *S100A9*, and *matrix metallopeptidase 9* were highly expressed in all of the specific challenges independent of pathogen (Rai et al., 2015; Tizioto et al., 2015). 

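Matrix metallopeptidase 9 (*MMP9*, ENSBTAG00000020676) was expressed at 5.85 ± 2.16 log2 CPM (SD, n = 25) in the BRD heifers and 2.89 ± 0.49 log2 CPM (SD, n = 18) in the NB heifers, a log2FC of 3.59 (standard error 0.50, *P*-adj = 2.64e-07 from edgeR's quasi-likelihood test), and 21 of the 25 BRD heifers were above all NB heifers. Against the NB heifers, in the fit with the clusters as groups and no pen term, the log2FC of *MMP9* was 6.43 in Cluster A, 3.71 in Cluster B and 1.34 in Cluster C. The corresponding values were 5.62, 3.68 and 1.90 for *S100A8* and 5.28, 3.78 and 2.01 for *S100A9*.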

An increase in expression of *S100A8* and *S100A9* is also associated with toll-like receptor 4 (TLR4) binding (Wang et al., 2016). TLR4 forms complexes that lead to recruitment of members of IL1 receptor signaling to sites of infection (Bhattacharyya et al., 2013). Interestingly we also found upregulation of *IL1R2* and *IL1RAP* in the blood of the BRD animals. Expression of *IL1* and *IL1RAP* become elevated in the host when intracellular pathogens are present (Peters et al., 2013), and both viral and bacterial pathogens can often increase the expression of this cytokine to promote a cytotoxic T cell-mediated response. We also found increased expression of *SERPINB4*, which encodes a protein located in the skin, mucous membranes, and respiratory system to prevent pathogens from crossing epithelial barriers (Geiger et al., 2015).

A second comparison analyzed the differences within the BRD samples and compared the differences between the identified clusters. 

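In Cluster A, *LTF* reached 6.56 ± 2.82 log2 CPM (SD, n = 5), against 2.57 ± 0.85 log2 CPM (SD, n = 8) in Cluster B and 1.32 ± 0.80 log2 CPM (SD, n = 12) in Cluster C. The log2FC between Cluster A and the mean of Clusters B and C was 5.57 (standard error 0.48, *P*-adj = 8.29e-09 from edgeR's quasi-likelihood test), and it stayed between 4.97 and 5.89 with each heifer of Cluster A left out in turn. Under the 10 alternative analyses it stayed between 4.80 and 5.62, with an adjusted p of up to 0.0278. Heifer 5080 was again within the range of the other clusters, at 1.81 log2 CPM, while the other 4 heifers of Cluster A were above all heifers of Clusters B and C.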

Expression of several genes encoding antimicrobial peptides was increased in Cluster A compared with Clusters B and C. These included the genes such as *LTF*, and several encoding cathelicidins (*CATH2*, *CATH3*, *CATH5*, and *CATH6*). LTF functions as an antimicrobial molecule but also has immunomodulatory qualities (Drago-Serrano et al., 2017), suggesting a potential therapeutic role for this protein. Cathelicidins are defined as host defense peptides that are highly expressed in bovine granulocytes and located at mucosal surfaces in the lungs, lymphoid tissues, and intestines of the host (Baumann et al., 2017). Expression of four of the seven known bovine cathelicidin genes, *CATH2*, *3*, *5*, and *6*, was increased in the BRD animals. These peptides have been detected and isolated from sick animals and are generally not present in healthy tissues (Tomasinsig et al., 2002). Therefore, their identification as the top genes with the greatest fold-change increases in the BRD Cluster A suggests a strong host immune response in this group of affected animals. It has also been reported that *M. haemolytica* causes the induction of bovine beta-defensins, especially in animals with subacute and chronic infection (Fales-Williams et al., 2002), and we observed *enteric beta-defensin* as well as *beta-defensin 4A* among the top expressed genes in the BRD animals. It can be concluded that the expression of these defensin genes is indicative of chronic infection (Bhattacharyya et al., 2013) or simply the result of the host defense response stimulating helper T cell type 1 (TH1) and helper T cell type 2 (TH2) responses to help clear infection (Gurao et al., 2017).

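By log2FC between Cluster A and the mean of Clusters B and C, *CAMP* ranked 1, *LTF* ranked 7 and *PGLYRP1* ranked 11 among the 3092 genes higher in Cluster A. The names *CATH2*, *CATH3*, *CATH5* and *CATH6* are not paired with identifiers in the count table or in Table 6, so their ranks could not be given. Genes ranked 2 to 5 had log2FC of 8.32, 7.84, 7.41 and 7.36, the first of them below *CAMP* by less than its standard error. From the fold changes of the cathelicidin genes, the paper proposes that the host immune response was strong in the heifers of Cluster A.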

The overall abundance of gamma delta T cells in ruminants is higher than in other species, and in non-ruminants, this cell subset has been associated with increasing production of TH2 cytokines (Plattner and Hostetter, 2011). Although this association has not been observed in ruminants, it has been reported that a CD163 relative, Workshop Cluster 1 (WC1), plays an important role in gamma delta T cell regulation in cattle (Herzig et al., 2010; Plattner and Hostetter, 2011), especially in young calves. This T cell subset also facilitates protective immunity following vaccinations (Davis et al., 1996; Guzman et al., 2012) and has been described to be involved in increased expression of major histocompatibility complex (MHC) class II on WC1+ cells through interaction with dendritic cells during *Mycobacterium bovis* infection (Price and Hope, 2009). When comparing Cluster A with Clusters B and C, expression of *WC1*, *WC1.1*, *WC1.3*, and *WC1-12* was significantly decreased in Cluster A. Animals in Cluster A showed lowered expression of *WC1* genes that directly promote antigen presentation and regulation of alpha beta T cells and CD4/CD8 antigens on WC1+ T cells (Ackermann et al., 2010). This suggests that the BRD animals in Cluster A were displaying lower antigen presentation and T cell regulation, suggesting that they may have been infected with a greater pathogen load that hinders the host immune response in comparison with that in the animals in Clusters B and C. Furthermore, as there was also an increase in the host antimicrobial response in Cluster A, these animals may also have had a unique pathogen subset leading to BRD than the animals in Clusters B and C.

Animals in Cluster A also exhibited a decrease in the expression of *GZMB*, which has many established roles in stimulating the cytotoxic T cell response and limiting viral replication in the host (Johnston et al., 2019). Granzyme B, in addition to leukotriene C4, IL4, and IL13, are involved in mediating allergic and asthmatic reactions in humans (Plattner and Hostetter, 2011). Basophil granulocytes are the major effector molecules in a TH2 immune response and are the source for leukotriene C4, IL4, and IL13. IL3 specifically leads to the synthesis of GZMB and contributes to the basophil granule population in the TH2 immune response (Tschopp et al., 2006), and it is one of the most potent cytokines with the longest duration of action (Tschopp et al., 2006). Therefore, the decreased expression of *GZMB* suggests that the animals in Cluster A had a lowered host immune response to infection than the animals in Clusters B and C.

## Conclusion

In conclusion, the results suggest that the blood transcriptome provides a useful resource to investigate the biology of BRD in feedlot cattle. The whole-blood transcriptome may only give a general overview of the health status, e.g., severe infection from a systemic immune response compared with that from the response reported in tissues at the site of infection. However, results from the BRD subsets (Clusters A, B, and C) do show some similarities with gene expression results using tissue and fluids isolated directly from the sites of infection, as well as other studies that also used RNA sequencing to identify BRD in tissues and blood. Analysis of the pathogens present in the sampled animals may allow this commonality to be explored further. For example, it may be that specific pathways and genes expressed in whole blood are associated with individual pathogens, which could assist in directing targeted therapeutic treatments. Such transcriptome data may also provide information on potential therapeutic targets for BRD infection. Investigation of the WC1+ cell subset and cathelicidin antimicrobial peptides could be useful in this respect. Gene expression analysis of whole blood from BRD and NB cases provides new insights for understanding host response to infection and suggests that there is significant value in using blood for BRD studies. This approach is supported by recent results obtained by Scott et al. (2020) as well as Sun et al. (2020); however, in the future, we could increase the validity of our findings by screening more animals for the genes identified in this study using qPCR. Furthermore, genes upregulated in healthy animals may also be related to protective mechanisms that reduce an individual’s susceptibility to BRD, and this warrants further investigation, as our findings put genes related to leukotriene biosynthesis and granzyme expression into this class of protective genes.

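Of the genes that take part in leukotriene synthesis, *ALOX5* (ENSBTAG00000020319) and *ALOX5AP* (ENSBTAG00000013201) are named in Table 6. *ALOX5* was expressed at 3.89 ± 1.89 log2 CPM (SD, n = 25) in the BRD heifers and 3.71 ± 1.18 log2 CPM (SD, n = 18) in the NB heifers, a log2FC of 0.68 (standard error 0.39, *P*-adj = 0.132 from edgeR's quasi-likelihood test), and 2 of the 25 BRD heifers were above all NB heifers. Against the NB heifers, in the fit with the clusters as groups and no pen term, its log2FC was 2.83 in Cluster A (*P*-adj = 2.75e-07), 0.28 in Cluster B (*P*-adj = 0.573) and -1.51 in Cluster C (*P*-adj = 2.95e-03). *ALOX5AP* was expressed at 7.43 ± 1.39 log2 CPM in the BRD heifers and 4.97 ± 0.48 log2 CPM in the NB heifers, a log2FC of 2.75 (standard error 0.33, *P*-adj = 1.86e-08), and 23 of the 25 BRD heifers were above all NB heifers. The other genes of leukotriene synthesis and the granzyme genes are not paired with identifiers.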

## Data Availability Statement

The RNAseq data are available at NCBI Gene Expression Omnibus (GEO) database under accession number GSE162156.

## Ethics Statement

The animal study was reviewed and approved by University of Calgary Veterinary Sciences Animal Care Committee, AC15-0109. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

GP, ET, and KO designed the project and obtained the funding. ET designed the field trial and collected the samples. JJ prepared and analyzed the sequencing data. LG provided advice on RNAseq analysis. GP, JJ, and ET interpreted the results and drafted the manuscript. All authors contributed to the writing and revisions of the manuscript and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ADG: average daily gain
ALAS: aminolevulinic acid synthase
BoHV-1: bovine herpes virus-1
BRD: bovine respiratory disease
BRSV: bovine respiratory syncytial virus
BVDV: bovine viral diarrhea virus
CATH: cathelicidin
CFB: complement factor B
CPM: counts per million
DE: differentially expressed
DEFB: beta-defensin
DOF: days on feed
EBD: enteric beta defensin
FDR: false discovery rate
GLM: general linear model
GZM: granzyme
HB: globin
HP: haptoglobin
IL: interleukin
LCN: lipocalin
LTF: lactoferrin
MHC: major histocompatibility complex
MMP: matrix metallopeptidase
NB: non-BRD
PCA: principal component analysis
PCR: polymerase chain reaction
PI3V: bovine parainfluenza-3
RIN: RNA integrity value
SERPINB: serpin peptidase inhibitor
S100A: S100 calcium-binding protein
TLR: toll-like receptor
TMM: trimmed mean of *M*-values
TNFAIP: tumor necrosis factor alpha induced protein
WC: workshop cluster.

# Supplementary material for: Whole-Blood Transcriptome Analysis of Feedlot Cattle With and Without Bovine Respiratory Disease
**Source:** Front Genet. 2021 Mar 8;12:627623. doi: 10.3389/fgene.2021.627623
**Supplement:** Supplementary file 1

**Supplementary Table S4.** Parallel genes and functions identified in other studies that coincide with the results.

| **Article** | **Canonical Pathway** | **Genes** |
| --- | --- | --- |
| **Johnston et al. (2019)** | Acute Phase response signaling | *LRG1*🡹*, CFB* 🡹*, BOLA-DQB*🡹 |
| **Sun et al. (2020)** | **Entry-Closeout:**  Heme biosynthesis II  Leukotriene biosynthesis  TR/RXR activation  **Pulled-Closeout:**  Atherosclerosis signaling:  Acute phase response signaling  Iron homeostasis signaling  Granzyme B signaling  Differential regulation of cytokine production in intestinal epithelial cells by IL-1 | *ALAS2*  *ALOX5*  *HP*  *ALOX15, S100A8, ALOX5*  *HP, CFB, IL1R1*  *HP, PDGFRA, HBD, ALAS2*  *GZMB*  *LCN2* |
| **Scott et al. (2020)** | Inflammation regulation, innate immunity and epithelial wound healing | *ALOX15*🡻, *GZMB*🡻,  *CFB* 🡹, *LRG1*🡹 *CATH2*🡹 |

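Supplementary Table S4 sets genes of this study beside 3 published studies of cattle with BRD, with arrows for the direction of some of them. Of the genes it lists, *CFB*, *HP*, *LCN2*, *S100A8* and *ALOX5* could be followed in the count table. Their log2FC between Cluster A and the mean of Clusters B and C ranged from 2.22 for *CFB* to 3.76 for *LCN2*, with 3.14 for *HP* (standard error 0.30, *P*-adj = 2.12e-08 from edgeR's quasi-likelihood test) and 3.42 for *ALOX5* (standard error 0.35, *P*-adj = 6.44e-08). Between BRD and NB heifers *CFB* had the largest log2FC of the 5 (4.75), and *ALOX5* had a log2FC of 0.68 that was not past the threshold (*P*-adj = 0.132). With pen in the model of Cluster A against Clusters B and C, only *ALOX5* of the 5 was past the threshold (log2FC 2.48, *P*-adj = 0.0102). In that model *HP* (log2FC 1.63, *P*-adj = 0.0925), *LCN2* (*P*-adj = 0.0878), *CFB* (*P*-adj = 0.0810) and *S100A8* (*P*-adj = 0.0530) were not.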

^1^ Canonical pathways either identified within the text of the referenced paper or through data obtained from supplemental material identifying differentially expressed genes.

# Supplementary material for: Whole-Blood Transcriptome Analysis of Feedlot Cattle With and Without Bovine Respiratory Disease
**Source:** Front Genet. 2021 Mar 8;12:627623. doi: 10.3389/fgene.2021.627623
**Supplement:** Supplementary file 1

**Supplementary Table S3. Summary of total reads and average reads mapped using STAR alignment for NB and BRD samples**

|  | **Treatment** | |
| --- | --- | --- |
| **Reads** | NB | BRD |
| **Total** | 724, 937, 249 | 780, 756, 072 |
| **Mean input/sample** | 31, 468, 812 | 29, 824, 901 |
| **Mean uniquely mapped/sample** | 25, 784, 647 | 24, 544, 285 |
| **Mean assigned/sample** | 24, 282, 909 | 23, 191, 001 |

How the deposited data were processed for this re-analysis (not part of the article)

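Whole-blood mRNA of 43 heifers was analyzed, 25 with BRD (5 in Cluster A, 8 in Cluster B and 12 in Cluster C) and 18 without (NB), with 1 library per heifer. Status, cluster, pen, sampling day and days on feed were taken from the labels of the deposited samples and from Supplementary Table 1, and heifers were joined to the columns of the count table by tag. The tag of 1 heifer differs by a digit between Supplementary Table 2 and the other sources, and the tag of the labels was used.

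The authors trimmed adapters with Trimmomatic, aligned the reads with STAR to ARS-UCD1.2 and counted them per Ensembl gene with FeatureCounts. They deposited raw counts, which are whole numbers without normalization or filtering. The strand, multi-mapping and overlap settings are not stated in the methods or the labels. Every per-sample column was used. Libraries were sequenced in pools, and no source says which heifer was in which pool, so a pool effect could not be tested. Total counts per heifer ranged from 19201688 to 32470930. No 2 libraries of a group were near copies of each other, since the lowest chi-square per degree of freedom between the counts of 2 libraries was 43.9 among the BRD heifers and 26.1 among the NB heifers.

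Starting from these counts, edgeR 4.0.16 in R 4.3.3 was run with TMM normalization and the quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes kept. The model for BRD against NB held BRD status and pen and used the 11966 genes with a CPM of at least 2 in at least 18 heifers. The model within the BRD heifers held cluster and used the 12378 genes with a CPM of at least 2 in at least 5 heifers. The model within the NB heifers held pen and used the 10896 genes with a CPM of at least 2 in all 18. Genes were counted at an adjusted p of 0.05, and the genes common to Clusters B and C at an adjusted p of 0.01 and an absolute log2FC of 2. A fit of all 43 heifers with NB and the 3 clusters as groups, and no pen term, gave each cluster against NB. Log2FC are fitted values with their standard errors, and expression per heifer is log2 CPM with a prior count of 2. DESeq2 1.42.0 was used for the variance stabilizing transformation, for size factors and as an alternative test. Principal components used the 500 most variable genes.

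Permutation tests used 100000 resamples in Python 3.11.15 with numpy 2.4.6 and were two-sided for differences of means and for correlations across heifers. The correlations across genes of slopes within the BRD heifers were tested one-sided. Clinical values across clusters were compared by permuting the Kruskal-Wallis statistic, with serum haptoglobin above the range of the assay tied at the top. Groups of 5 and 8 heifers were checked for single heifers far from the others with Dixon's test, over the total counts, PC1 and PC2 of the BRD heifers and 14 genes, and none of the 34 groups held one, where chance gives 1.7.

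The models were tested on simulated counts with the means and library sizes of the real samples and 200 genes changed by 2-fold. Each gene took its dispersion from the trend of dispersion with expression and was drawn independently of the others. The spread of dispersion around that trend and the correlation between genes were therefore not simulated. For BRD against NB over 11966 genes, the quasi-likelihood test recovered 197 of the 200, with 15 false calls. For Cluster A against Clusters B and C over 12378 genes, it recovered 154 of the 200, with 8 false calls. For the NB pens over 10896 genes, with the change in pen B9 only, it recovered 199 with 10 false calls, the edgeR likelihood ratio test 200 with 13, and the DESeq2 likelihood ratio test 198 with 75. With the real counts, 28 random splits of the NB heifers into pens gave genes past the adjusted p of 0.05 in the quasi-likelihood test, up to 590. False calls can thus be more in the real counts than in the simulated ones.

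The count table lists Ensembl identifiers without names, and the reference table of gene symbols for this species holds no Ensembl identifiers. Names were therefore taken only from Table 6, which pairs 48 identifiers with the names that IPA gave them. All 48 were found in the count table, 38 passed the filter for all heifers and 45 the filter for the BRD heifers. The genes named in the text follow a rule set in advance, when the values in the paper's tables had been seen: the genes the paper names or tabulates, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with a mean of at least 2 log2 CPM. Of genes without a name in a list of 5, no more than 2 are given by identifier and the others by value. Gene set tests over lists of blood cell markers, removal of globin genes and tests of hemoglobin, cathelicidin, WC1 and granzyme genes were planned and left out, because Table 6 pairs no more than 33.3% of any of the 16 lists with identifiers.

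The alternatives were DESeq2 size factors, library size alone, other filters on low counts, the likelihood ratio test, DESeq2, other terms for pen, days on feed and sampling day, pens with heifers of both groups, all 43 heifers in the cluster fit, each heifer of Cluster A and each NB heifer left out in turn, and other gene sets and transformations for the principal components. All were planned except the filters at a CPM of at least 1 and the test of pen B9 against pen B1, which were chosen after seeing the data. Random regroupings of the heifers were fitted in the same way, 100 for each comparison with the real one included. Where a count with sampling day, days on feed or pen in the model is set against regroupings, these were fitted with the same term, and for pen also drawn by shuffling clusters within pens. The ratio of log2FC with pen to those without was computed in each split within pens over as many of its own genes with the lowest p as passed in the real grouping. These were chosen after seeing the results, as was the thinning of the counts of each heifer without replacement to the smallest total for PC1.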

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

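All alternatives below were set before the data were examined, except the filters at a CPM of at least 1 and the test of pen B9 against pen B1 among the NB heifers, which were chosen after the values had been seen. No paired analysis was possible because neither the labels nor the supplementary tables pair BRD with NB heifers. Where no construction is named, the cause was not tested.

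The count of genes between BRD and NB heifers was 6804 and stayed within 1.5 times that count under 8 alternatives (5833 to 8279). It fell to 2786 with days on feed in the model and to 844 with sampling day in the model. Of these, 2637 and 826 were among the 6804. Standard errors rose by median factors of 2.11 and 2.03 in these models, and both covariates differed between the groups. Library size alone shifted the median log2FC of all genes to -0.21, against -0.03 with TMM, and split its 7768 genes into 2164 upregulated and 5604 downregulated. The 222 genes with an absolute log2FC above 2 became 509 without a filter, 431 with filterByExpr and 357 with days on feed. Without a filter and with filterByExpr more genes were tested.

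For Cluster A against Clusters B and C, 6525 genes became 1003 with pen in the model, and the 185 genes with an absolute log2FC above 2 at an adjusted p of 0.01 became 11 with pen and 352 without a filter. With pen, 3902 genes between B and A became 4 and 7433 between C and A became 3299, of which 3261 were among the 7433. Standard errors rose by median factors of 1.87, 1.80 and 1.71, and no pen holds both Cluster A and Cluster B. The 2541 genes between C and B stayed within 1.5 times under all alternatives, with the lowest count without a filter (1981) and the highest with library size alone (3558). Library size alone shifted the median log2FC to -0.25 for A against B and C, and to 0.17, 0.35 and 0.19 for B against A, C against A and C against B. Its splits into higher and lower were 1760 and 4880, 2952 and 935, 5742 and 2040, and 2530 and 1028. Leaving out each heifer of Cluster A gave 5694 to 6789 genes for A against B and C, 148 to 234 at the stricter limits, 3011 to 4453 for B against A, 6799 to 7637 for C against A and 2432 to 2899 for C against B.

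The 89 genes common to Clusters B and C became 140 without a filter, 0 with pen, and 50 (without heifer 5321) to 116 (without heifer 5080) with heifers left out. The 278 genes of Cluster C alone became 459 without a filter, 138 with pen and 256 to 323 with heifers left out. The 2 genes of Cluster B alone became 6 without a filter, 4 with the likelihood ratio test, 4 with DESeq2, 5 with days on feed, 0 with pen and 0 with a CPM of at least 2 in at least 18 heifers, and 0 (without heifer 5327) to 8 (without heifer 5080) with heifers left out. The edgeR fit with pen found 0 common genes where 1977 and 5020 genes had an unadjusted p under 0.05 for B against A and C against A, and DESeq2 was not run with pen.

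Between the pens of the NB heifers, edgeR's quasi-likelihood test gave 0 genes (702 at an unadjusted p under 0.05), as it did with DESeq2 size factors and with a CPM of at least 2 in at least 6 heifers. It gave 6 without a filter. The edgeR likelihood ratio test gave 56 and the DESeq2 likelihood ratio test 91. With heifers left out it gave 0 to 4, the 4 without heifer 5638. At a CPM of at least 1 the quasi-likelihood test gave 0 and the likelihood ratio test 65, or 33 for pen B9 against pen B1, which holds 1 NB heifer.

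The share of variance on PC1 of all heifers, 54.2%, was 47.95% with all genes kept by the filter and 41.9% with log2 CPM, and stayed between 51.3% and 56.5% with each heifer left out. In the BRD heifers it was 40.6%, 30.1% with log2 CPM, and 35.4% to 42.5% with each heifer left out.

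Of 120 values of 12 named genes between BRD and NB heifers, 114 kept their direction and side of the threshold and 6 kept their direction only, those of *BPI*, *LTF* and *RETN* with days on feed and with sampling day. Of 208 values of 14 named genes between Cluster A and Clusters B and C, 199 kept both and 9 kept their direction only, all with pen. None reversed. The result for serum haptoglobin across clusters stayed on the same side of the threshold without the 3 heifers given with the lower of the assay's limits, as did its relation with *HP* under DESeq2 size factors and without 2 heifers.

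Tests of marker gene sets, with their alternatives, and the removal of globin genes were not run, because Table 6 pairs no globin gene and no more than 33.3% of any list with identifiers. *CAMP* and *PGLYRP1* did not pass the filter for all 43 heifers, so they have no BRD against NB value with this filter, nor a value among the clusters with a CPM of at least 2 in at least 18 heifers.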

Differences from the paper's values

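The filters at a CPM of at least 1 and the test of pen B9 against pen B1 were chosen after the values had been seen, as was the comparison of Table 6 with single clusters. The other alternatives were set before the data were examined.

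The paper gives 6311 genes between BRD and NB heifers at a log2FC above 2, and 222 were found. For Clusters B and A the paper's count is 3409 against 114, for C and A 7270 against 382, and for C and B 2053 against 34. No alternative came within 1.5 times of any of these. Without the limit on log2FC, the counts were 6804, 3902, 7433 and 2541, within 1.5 times of the paper's.

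For genes higher in Cluster C than in B at an adjusted p of 0.05, the paper's count is 581 and 953 were found. With DESeq2 size factors (809) and without a filter (574) the count was within 1.5 times of the paper's. Under the other alternatives, each heifer of Cluster A left out included, it was not. No heifer of Cluster B or C was left out.

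The paper gives 18 genes found only in Cluster B, and 2 were found, with 0 to 8 over the alternatives, none within 1.5 times. Its counts of common genes, 34 higher and 74 lower, sum to 108, while its text gives 109. With a CPM of at least 1 in at least 5 heifers, chosen after seeing the values, 13404 genes were kept, the paper's number, and 108 genes were common, 31 higher and 77 lower.

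Between the pens of the NB heifers the paper gives 33 genes, and edgeR's quasi-likelihood test gave 0, with 702 at an unadjusted p under 0.05. The alternatives gave 0 to 4 with heifers left out, 0, 6, 56 and 91, none within 1.5 times. A likelihood ratio test of pen B9 against pen B1 at a CPM of at least 1, chosen after seeing the values, gave 33. Pen B1 holds 1 NB heifer, so that test assumes that this heifer varies like those of the other pens. The paper does not list its 33 genes, so how many are shared is not known.

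The paper gives a dispersion ratio of 0.61 and a biological coefficient of variation of 78%, and does not call 0.61 the common dispersion. In the fit of BRD against NB heifers the common dispersion was 0.0864 and the biological coefficient of variation 29.4%. The highest under the alternatives were 0.117 and 34.2%, without a filter.

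Table 6 is captioned as a comparison of Cluster A with Clusters B and C. Its log2 ratios equal Cluster A minus Cluster B, with a largest difference of 0.00774 over 45 genes, and 36 of the 45 differ from Cluster A minus the mean of B and C by more than the standard error. On the scale of A minus B, *CAMP* was 8.57, *LCN2* 3.09 and *S100A8* 1.93. Against the mean of B and C they were 8.88, 3.76 and 2.81.

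The paper places *CFB* among the top 10 upregulated genes in BRD heifers. It ranked 18 of 3402 over all identifiers. *ALPL*, which Table 1 does not list, had a log2FC of 4.73 and ranked 19. The paper names leukotriene synthesis among the genes upregulated in healthy animals. Only 2 genes of that synthesis could be followed here. *ALOX15*, which the paper's comparison with other studies lists as decreased, was not among them. *ALOX5AP* was higher in the BRD heifers (log2FC 2.75), and the difference in *ALOX5* was not past the threshold (0.68, *P*-adj = 0.132). Against the NB heifers and without a pen term, *ALOX5* was higher in Cluster A (2.83, *P*-adj = 2.75e-07) and lower in Cluster C (-1.51, *P*-adj = 2.95e-03).

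The paper's text gives a larger total of raw reads than Supplementary Table 2, where those of the 43 libraries sum to 1366599718. The totals of Supplementary Table S3 sum to 1505693321. Its BRD total, 780756072, equals the sum over the 25 BRD libraries, and its NB total, 724937249, exceeds the sum over the 18 NB libraries, 585843646.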

Other observations

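The tests of sampling day, library size, the pens of single cluster pairs, days on feed among the clusters, the gradient, the means of assigned reads, the splits of the NB heifers at an unadjusted p, the regroupings for single cluster pairs and all regroupings with a covariate in the model were chosen after the results had been seen. The others were planned, as were the fits to the real groups with sampling day, days on feed or pen added, whose counts these tests use.

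Chance can be excluded for the counts of genes between groups. Of 100 splits of the 43 heifers into 25 and 18, the real one included, 1 gave as many genes as the real split, the real one itself, and the largest random count was 1. Of 100 splits of the BRD heifers into 5, 8 and 12, only 1, the real one, gave as many genes for A against B and C, for B against A, for C against A and for C against B, where the largest random counts were 1174, 2898, 276 and 976. The authors drew the clusters from these counts, so this excludes arbitrary groups and not groups found by clustering, and these regroupings ignored pen. Between the pens of the NB heifers 0 genes passed in edgeR's quasi-likelihood test (702 at an unadjusted p under 0.05, 56 in edgeR's and 91 in DESeq2's likelihood ratio test). With a count of 0, 100 of 100 splits give as many whatever the data, but 39 of the 100 also gave at least 702 genes at an unadjusted p under 0.05, so chance is not excluded there.

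BRD and NB heifers differed in when they were sampled and how long they had been on feed. With a linear trend of days on feed beside pen in the model, log2FC kept their size (median ratio 1.15). This argues against such a trend as the cause, although fewer genes passed (2786, against at most 1 in 99 random splits with days on feed in the model). In each pen all NB heifers had more days on feed than all BRD heifers, so this model extrapolates between the groups. It cannot exclude an effect of days on feed that is not linear. With a linear trend of sampling day in the model the log2FC shrank (median ratio 0.78) and 844 genes passed, against at most 7 in 99 random splits with sampling day in the model. This argues against such a trend as the whole cause, and leaves open that it is a part. In no random split were the groups wholly apart in sampling day, as the real ones were. Within the BRD heifers, sampling day gave 0 genes in edgeR (707 at an unadjusted p under 0.05, no other tool was run). Across genes, which are not independent replicates, the slope with sampling day within the BRD heifers correlated with NB minus BRD at r = 0.58 (one-sided permutation test, p = 0.0929), and the slope with days on feed at r = -0.65 (p = 0.959). A change between the 2 sampling periods that is not a trend cannot be told apart from BRD status, since 0 BRD heifers were sampled on or after the first NB sampling day. Disease stays open beside it.

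Total counts were lower in the BRD heifers. With the counts of all 43 heifers thinned to the smallest total, 19201688, the PC1 difference was 40.2, against 40.6 with all counts, which argues against library size as its cause. The 10 most abundant genes held 5.75% ± 0.868 (SD, n = 25) of the counts in the BRD heifers and 6.54% ± 0.448 (SD, n = 18) in the NB heifers (permutation test, p = 9.70e-04), and 4.35% ± 0.481 (SD, n = 5) in Cluster A.

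Cluster A came from pens B1 and B9 and had the longest time on feed. With days on feed in the model 5484 genes passed between A and B and C, against at most 1423 in 99 random regroupings with the same model, which argues against days on feed as the cause. With pen in the model 3299 genes passed between C and A. With the same model, 99 random regroupings gave at most 2858, and of 99 that shuffled the clusters within pens, the 87 with other heifers in Cluster A gave at most 1804 and the others at most 2144, which argues against pen as the whole cause there. This rests on pen B9, with 3 heifers of A and 2 of C, and only 10 sets of heifers can form Cluster A within pens. For B against A, 4 genes passed, and 2 of 100 random regroupings and 20 of 88 splits within pens, those with the real Cluster A left out but for the real one, gave as many. Clusters A and B share no pen and are compared through Cluster C, which shares pens with both, and standard errors rose by a median factor of 1.80. The log2FC between B and A kept their size with pen (median ratio 0.872), but 2 of the 88 splits, the real one included, gave as large a ratio, up to 0.909, so pen and cluster cannot be told apart. Between C and A this ratio was 0.927, and 2 of the 88, the real one included, gave as large a ratio. For A against B and C, 1003 genes passed, and 3 of 100 random regroupings and 2 of these 88 splits gave as many, the real one included. As random counts reached 1572 and 1458, above the real one, pen and cluster cannot be told apart for that count either. Counting also the splits that keep the real Cluster A, which are no random grouping of it, 31 of 100 within pens gave as many for B against A and 11 of 100 for A against B and C, with up to 3476 and 3258 genes.

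Clusters may be stages of one gradient between the NB and BRD heifers, as a hypothesis. Against the NB heifers and without a pen term, 8385 genes differed in Cluster A, 6534 in Cluster B and 3457 in Cluster C, with median absolute log2FC of 0.541, 0.301 and 0.159. Of 3920 genes past the threshold in both A against B and C and BRD against NB without the pen term, 3791 went the same way and 129 the opposite way. The heifers of Cluster A are also part of the BRD group, so some of this agreement is built in. Of 100 splits of the BRD heifers, 3 gave a contrast of the group of 5 that followed BRD minus NB as closely (Spearman's rho 0.71 in the real split, across genes). For that correlation BRD minus NB came from the fit with pen. The severity of disease, the time since infection and the composition of blood cells were not tested.

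Supplementary Table S3 gives mean assigned reads that the tags do not give. Averaging Supplementary Table 2 over the rows listed as NB gives 24282909, and over those listed as BRD 23191001, the paper's values, while joining by tag gives 24632715 and 22939140. The values suggest that the table's group column was used with assigned reads in another order. No biological explanation was tested.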
